# Hsp70-Hsp40 Chaperone Complex Functions in Controlling Polarized Growth by Repressing Hsf1-Driven Heat Stress-Associated Transcription

**DOI:** 10.1371/journal.pgen.1003886

**Published:** 2013-10-17

**Authors:** Aleksandar Vjestica, Dan Zhang, Jianhua Liu, Snezhana Oliferenko

## Abstract

How the molecular mechanisms of stress response are integrated at the cellular level remains obscure. Here we show that the cellular polarity machinery in the fission yeast *Schizosaccharomyces pombe* undergoes dynamic adaptation to thermal stress resulting in a period of decreased Cdc42 activity and altered, monopolar growth. Cells where the heat stress-associated transcription was genetically upregulated exhibit similar growth patterning in the absence of temperature insults. We identify the Ssa2-Mas5/Hsp70-Hsp40 chaperone complex as repressor of the heat shock transcription factor Hsf1. Cells lacking this chaperone activity constitutively activate the heat-stress-associated transcriptional program. Interestingly, they also exhibit intermittent monopolar growth within a physiological temperature range and are unable to adapt to heat stress. We propose that by negatively regulating the heat stress-associated transcription, the Ssa2-Mas5 chaperone system could optimize cellular growth under different temperature regiments.

## Author Summary

Heat stress, caused by fluctuations in ambient temperature, occurs frequently in nature. How organisms adapt and maintain regular patterns of growth over a range of environmental conditions remain poorly understood. Our work in the simple unicellular yeast *Schizosaccharomyces pombe* suggests that the heat stress-associated transcription must be repressed by the evolutionary conserved Hsp70-Hsp40 chaperone complex to allow cells to adapt the polarized growth machinery to elevated temperature.

## Introduction

Sensing ecological parameters and mounting an appropriate adaptive response allows organisms to thrive in changing habitats. Free-living microorganisms, such as yeast, can maintain regular patterns of growth over a relatively wide range of environmental temperatures. Cellular adaptation to increased temperature is one of the most robust and evolutionarily conserved mechanisms (reviewed in [1]). This response involves temperature-induced activation of genes encoding so-called heat shock proteins (HSPs) [1]–[4]. Molecular chaperones constitute a predominant class of HSPs and their up-regulation is essential for maintaining protein homeostasis at elevated temperatures (reviewed in [1]). Although much of heat shock-associated transcription is transient, recent analyses indicate deviation from this dynamic pattern and existence of genes with expression constitutively regulated by temperature [1], [5], [6].

One of the early events in the heat stress pathway ultimately setting off an extensive downstream gene expression program involves activation of critical transcriptional regulators, the heat shock factors (HSFs) [7], [8]. HSFs are evolutionary conserved winged helix-turn-helix proteins that bind to cis-acting DNA promoter sequences called heat shock elements (HSEs) [9]. HSFs are essential for viability in many fungi and control important developmental processes in higher eukaryotes suggesting that they may regulate basal transcription in addition to their function in stress response [10]–[14]. The ability of HSFs to respond to cellular stresses is under negative regulation by chaperones, modulation of nucleocytoplasmic shuttling, post-translational modifications and, in higher eukaryotes, transition from monomeric to trimeric state (reviewed in [15]). HSF repression by the Hsp90 and the Hsp70s-Hsp40 chaperone complexes [16]–[18] could provide a negative feedback loop titrating production of chaperones to allow for optimal protein folding [19]. Although essential for orchestrating an acute response to changing environment, constitutive Hsf1 transcriptional induction is known to retard cellular growth [20]. However, molecular mechanisms reducing HSF activity following the original heat-induced surge are poorly understood. Although fascinating, the cellular biology of adaptation to growth at elevated temperatures is largely unchartered.

The fission yeast *Schizosaccharomyces pombe* (*S. pombe*) are rod-shaped cells that grow at cell tips and divide by placing a medial septum. Upon division, each daughter cell initiates growth at the cell tip inherited from the mother, the so-called old-end (Fig. 1A). During the G_2_ phase of the cell cycle, cells transition to bipolar growth in a process termed New-End-Take-Off (NETO) [21]. NETO occurs when growth sets a sufficient distance between the cell tips [21], [22] and requires the function of a large protein complex called polarisome and active actin cytoskeleton remodeling [23]–[25]. The polarisome, built around the kelch-repeat protein Tea1 and its binding partner Tea4, ensures the fidelity of polarized growth through recruitment of downstream polarity factors (Fig. 1B and [23], [24], [26], [27]).

**Figure 1:**
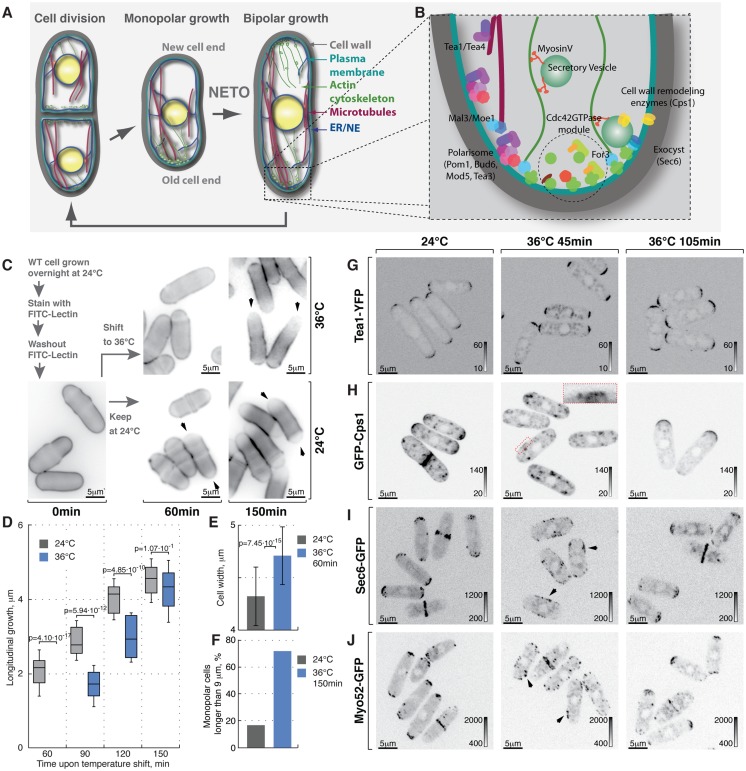
Heat-stress induces transient longitudinal growth arrest succeeded by monopolar growth. (**A**) Schematic of fission yeast cell cycle and (**B**) key regulators of cell growth and polarity. (**C**) Shown are single *z*-plane epifluorescence micrographs of FITC-Lectin stained cells grown at indicated temperatures and imaged immediately (left panel), 60 min (middle panels) and 150 min upon dye washout (right panels). (**D**) Quantification of longitudinal cell growth of cells represented in (**C**). Presented are box plots with standard deviation for cells grown at 24°C (gray) or shifted to 36°C (blue) for indicated time points; n>25 per sample per time point, p-values derived by Welch's test. (**E**) Cell width in cells grown at 24°C (gray) or shifted to 36°C for 60 min (blue). (**F**) Percentage of monopolar late G_2_ phase cells in a cell suspensions treated as described in (C), n>250 per sample. (**G–J**) Shown are whole cell maximum intensity *z*-projections of confocal micrographs of log-phase wild type cells expressing indicated fluorophore tagged marker proteins grown at 24°C (left panels) or shifted to 36°C for 45 min (middle panels) or 105 min (right panels). The arrows point out localization of the marker proteins to lateral cell cortex. Inset represents a zoom-in of the indicated region. Image contrast is reported using corresponding gray wedges. Scale bars, 5 µm.

Polarized growth requires local plasma membrane (PM) and cell wall remodeling. The targeted secretion of cell wall enzymes, such as the β-glucan synthase Cps1 [28] relies on long-range exocytic vesicle transport along actin cables and the tethering of the secretory vesicles to the PM by the exocyst complex [29]. Polarized assembly of both actin cables and the exocyst depends on the Rho family GTPase Cdc42 [30]–[34].

The guanine-nucleotide-exchange-factors (GEFs) promote Cdc42 activity while the GTPase-activating proteins (GAPs) repress it [35], [36]. The fission yeast GEFs, Scd1 and Gef1, are enriched at the cell tips [37], [38], while the Cdc42 GAP Rga4 localizes to the lateral cortex [39]. This results in predominant activation of Cdc42 at the cell poles. Recent high-end imaging techniques have uncovered oscillations in Cdc42 activity at the PM suggesting that spatiotemporal activation of Cdc42 is governed by a series of positive and negative feedback loops [40]–[43]. The polarisome and the Cdc42 circuitries appear to intersect at various levels [26], [39], [44].

The mechanisms regulating polarized growth exhibit a high degree of plasticity [45], [46]. Yeast cells readily orient growth towards their mating partners [47], [48] and relocalize the growth machinery to the site of cell injury [49]. In *Saccharomyces cerevisiae* (*S. cerevisiae*), heat stress activates the cell wall integrity pathway and promotes nucleotide exchange of the Rho-family GTPase Rho1, which in turn initiates F-actin dependent redistribution of β-glucan synthase throughout the entire cellular cortex [50], [51]. Repolarization of actin as cells adapt to elevated temperature appears to depend on a negative feedback mechanism where the protein kinase C Pkc1 activates MAPK cascade to inhibit the Rho1-GEF [52]. In fission yeast several types of stress, including heat and osmolytes, also cause F-actin redistribution throughout the cellular cortex [53]–[56] and lead to activation of MAP kinases [57]–[59].

Here we utilize a multi-disciplinary approach to explore how the heat stress and associated transcription impact polarized growth in fission yeast. We identify the Mas5-Ssa2 chaperone complex as a negative regulator of the heat shock transcription factor Hsf1. Using cells lacking the chaperone function we probe the physiological outcome of constitutively upregulated heat stress response.

## Results

### Heat stress triggers transient loss of polarity followed by a period of monopolar growth in fission yeast cells exposed to elevated temperature

Lectins bind polysaccharides of the yeast cell wall with high affinity but without impairing cell growth [60]. Thus, sites of cell wall deposition subsequent to fluorophore-coupled lectin staining can be readily visualized as a dip in fluorescence intensity [61]. To monitor cell growth upon heat stress we stained log-phase wild type cells growing at 24°C with FITC-Lectin, washed-out the excess dye and immediately shifted cells to 36°C or allowed them to grow at 24°C (Fig. 1C). Samples were collected at 30-minute intervals, fixed and subjected to epifluorescence microscopy. Cells continuously growing at 24°C elongated at a rate of 2.51±0.77 mm per hour after the dye washout. Conversely, cells shifted to 36°C for one hour fully arrested longitudinal growth (Fig. 1C and 1D, n>60 cells per sample, p^Welch's t-test^ = 4.10⋅10^−17^). Interestingly the diameter of heat-stressed cells increased (Fig. 1C and 1E, width increased by 9±7%, n>60 cells per sample, p^Welch's t-test^ = 7.45⋅10^−15^) and the overall FITC-Lectin staining of the cell visibly decreased (data not shown) suggesting that the cell wall underwent remodeling throughout the cell periphery rather than at the cell tips.

After a period of depolarized cell wall deposition, cells resumed polarized growth and subsequently elongated at a rate of ∼28% greater than cells grown at 24°C (Fig. 1D). Most control cells in the G_2_ phase of the cell cycle exhibited bipolar growth pattern (Fig. 1C and 1F). In line with previous observations [21], the majority of heat-stressed cells elongated only at one cell tip (Fig. 1C and 1F). When propagated overnight at 36°C, most wild type cells became bipolar (83%; Fig. S1A). Thus, the heat stress leads to a transient arrest of longitudinal growth followed by regaining cellular polarity through an intermediate monopolar growth phase.

Temperature had no effect on the distribution of the polarisome components Tea1-YFP, Tea4-GFP and Pom1-GFP as these markers exhibited bipolar localization in late G_2_ phase cells at both 24°C and 36°C within the observed timeframe (Fig. 1G, S1B, S1C, see Fig. S1F for quantifications). In contrast, β-glucan synthase GFP-Cps1, which predominantly localized to both cell tips in late G_2_ cells at 24°C, could be observed in intracellular vesicle-like structures and at the lateral cell cortex 45 minutes after cells were shifted to 36°C (Fig. 1H). Longer incubation at 36°C (105 minutes) allowed all cells to repolarize GFP-Cps1 to the cell tips, albeit in a monopolar fashion (Fig. 1H and S1F). Similarly, the exocyst component Sec6-GFP localized to both cell tips in unstressed late G_2_ phase cells but was observed throughout the cell cortex in cells shifted to 36°C for 45 minutes (Fig. 1I). Cells growing at 36°C for 105 minutes did repolarize Sec6-GFP but approximately half of late G_2_ phase cells confined it to only one tip (Fig. 1I and S1F).

Polarization of actin structures typical for yeast cells grown at normal temperatures was completely abolished following incubation at 36°C for 45 minutes. Cells were able to re-polarize F-actin cytoskeleton after 105 minutes at 36°C but it was unequally distributed between the two tips of most late G_2_ phase cells (Fig. S1D, S1F and S1G). Similarly, both fluorophore-tagged formin For3 and the type-V myosin Myo52 relocalized from the tips to the entire cortex upon heat stress but then re-established polarity after 105 minutes at 36°C, although in a monopolar fashion (Fig. 1J, S1E and S1F).

Taken together our results suggest that processes confining the growth machinery to the polarisome-demarcated cell tips are rapidly perturbed by temperature increase. Cells become monopolar in the adaptive phase following the heat stress but eventually resume normal bipolar growth.

### Cortical association of GTP-bound Cdc42 and its GEFs and GAP is modulated by temperature

Both F-actin distribution and exocyst localization are governed by the activity of a Rho-family GTPase Cdc42 [29]. To monitor the active Cdc42 *in vivo* during heat-stress we used the GFP-tagged CRIB (Cdc42/Rac-interactive binding) domain reported to interact with the GTP-bound Cdc42 [39]. G_2_ phase cells grown at 24°C focus the Cdc42 activity to the cell tips with moderate oscillations in its levels ([40] and Fig. 2A, top panel). Minutes after cells were shifted from 24°C to 36°C, CRIB-GFP was seen spreading from the cell tips towards the cell equator establishing zones of Cdc42-activity at the cell sides (Fig. 2A, middle panel). After a period of depolarization, cells restricted CRIB-GFP to just one tip and initiated monopolar growth (Fig. 2A, bottom panel). In contrast to the bipolar localization in almost all of G_2_ phase cells grown at 24°C, a third of G_2_ phase cells grown at 36°C for 105 minutes exhibited a strictly monopolar CRIB-GFP pattern (Fig. 2B and S2A). While total fluorescence signal of CRIB-GFP was not perturbed by temperature, its cortical association was decreased as compared to unstressed cells (Fig. 2C).

**Figure 2:**
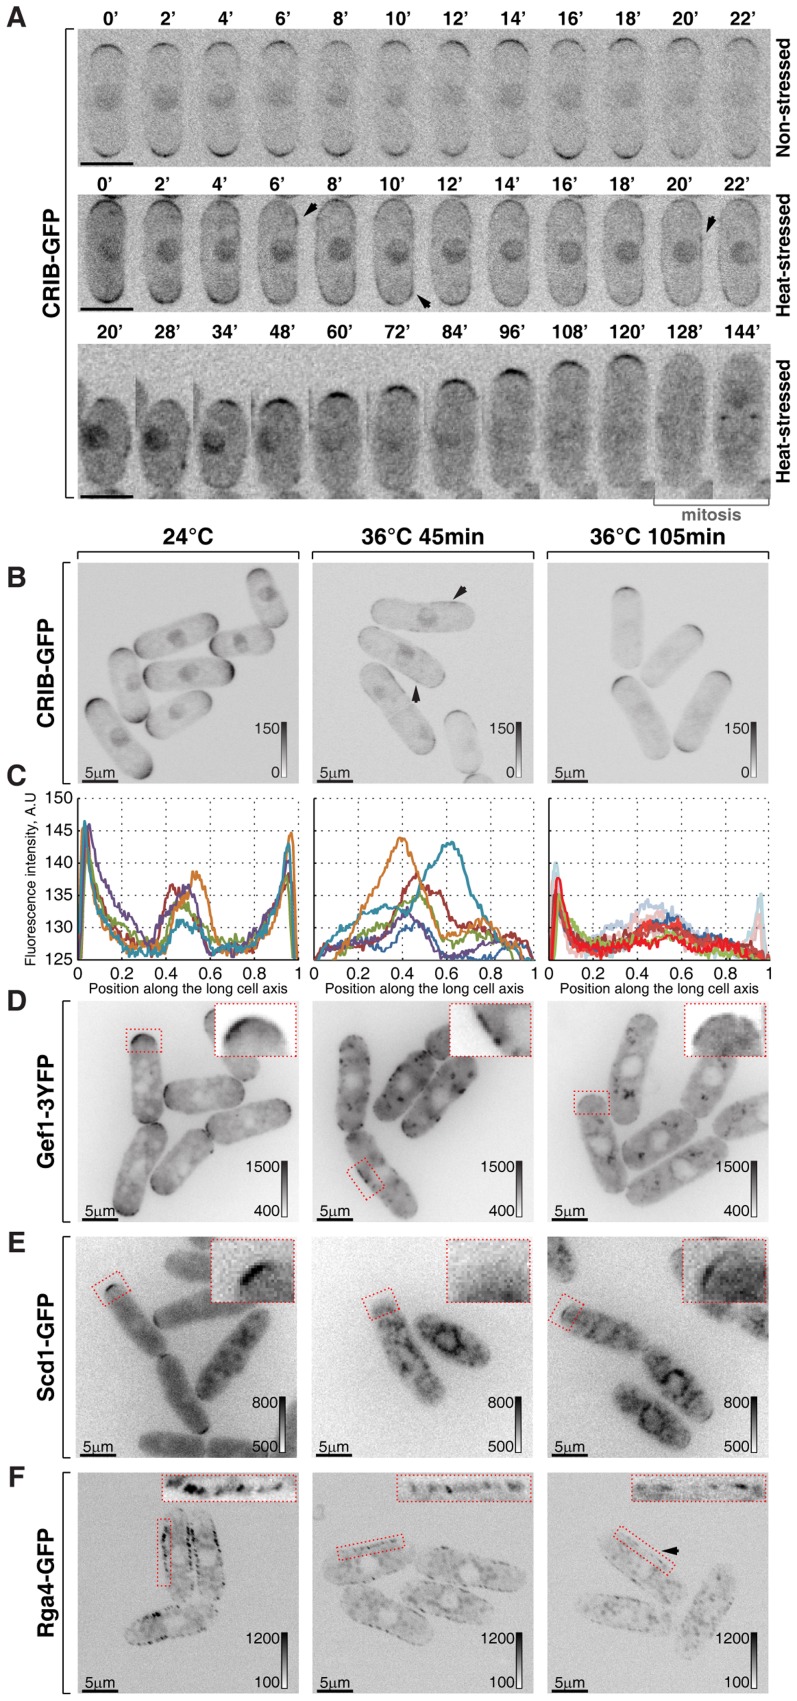
Cortical association of GTP-bound Cdc42 and its GEFs and GAP is modulated by temperature. (**A**) Single *z*-plane spinning disk confocal microscopy time-lapse images of CRIB-GFP expressing wild type cells grown at room temperature (top panel) or shifted to 36°C for the indicated period of time (middle and bottom panels). Spreading of CRIB-GFP signal immediately following heat stress (middle panel) is indicated by arrowheads. A heat-stressed cell shown in the bottom panel repolarizes CRIB-GFP to one cell tip and eventually enters mitosis. (**B**) Shown are whole cell maximum intensity *z*-projections of scanning confocal micrographs of log-phase wild type cells expressing CRIB-GFP grown at 24°C (left panels) or shifted to 36°C for 45 min (middle panels) or 105 min (right panels). The arrows point out localization of the marker protein to lateral cell cortex. (**C**) Quantification of CRIB-GFP intensities along the long cell axis in log-phase wild type cells grown under indicated temperature regiments. Individual lines correspond to individual cells. Low opacity lines refer to heat-stressed cells from the subpopulation exhibiting bipolar CRIB-GFP localization after 105 min at 36°C. (**D–F**) Shown are single *z*-plane micrographs of log-phase wild type cells expressing indicated fluorophore-tagged Cdc42 regulators grown at 24°C (left panels) or shifted to 36°C for 45 min (middle panels) or 105 min (right panels). The insets represent zoomed-in and re-contrasted main image segments outlined in red dotted line. Image contrast is reported using corresponding gray wedges. Scale bars, 5 µm.

Both Cdc42-GEFs exhibited a bipolar localization pattern in unstressed late G_2_ cells (Fig. 2D, 2E and S2A). Forty-five minutes upon temperature shift from 24°C to 36°C, Gef1-3YFP localized to patches distributed throughout the plasma membrane whereas Scd1-GFP was no longer detectable at the cell cortex (Fig. 2D and 2E). Both Gef1-3YFP and Scd1-GFP also localized to intracellular structures upon heat stress. After 105 minutes at 36°C, both GEFs became confined to cell tips but in a monopolar fashion (Fig. 2D, 2E and S2A). Interestingly, Gef1-3YFP and Scd1-GFP levels were severely diminished at the cortex of cells repolarizing growth at elevated temperature. The average intensity of Scd1-GFP at a single cell tip decreased by 49±23% (p^Welch's t-test^ = 1.43⋅10^−7^, n>25 cells per sample), whereas Gef1-3YFP signal dipped by 65±17% (p^Welch's t-test^ = 7.34⋅10^−12^, n>25 cells per sample).

The only known fission yeast Cdc42-GAP, Rga4, localizes to the lateral cell cortex and to the new cell end in pre-NETO cells [39]. Upon heat stress, the Rga4-GFP localization remained restricted to the cell sides throughout the course of the experiment although its absolute amount at the cortex progressively decreased (Fig. 2F; after 105 minutes at 36°C the cortex-associated Rga4-GFP signal fell by 34±22%, p^Welch's t-test^ = 7.35⋅10^−8^, n>25 cells per sample). The diminished cortical levels of Cdc42 regulators in cells shifted to the elevated temperature were not a consequence of a gross decrease in total amounts of these proteins (Fig. S2B).

Since heat-stressed fission yeast cells eventually resume bipolar growth (Fig. S1A), we analyzed cortical levels of Cdc42-GAP and GEFs in cells growing overnight at 36°C. Gef1-3YFP and Scd1-GFP did assume bipolar localization in late G_2_ cells (Fig. S2E–F). Surprisingly, the average signal intensity per cell tip remained relatively low, as did Rga4-GFP levels at the lateral cortex. In fact, even though levels of active Cdc42 at the cortex were similar in cells growing at 18°C, 24°C and 30°C (Fig. S2C and S2D), the cortical levels of the three Cdc42 regulators inversely correlated with the growth temperature (Fig. S2E–G). Immunoblot analyses of cells grown to log-phase at 18°C, 24°C, 30°C and 36°C showed a similar trend in total protein levels of Scd1-GFP, Gef1-3YFP and Rga4-GFP (Fig. S2H).

Thus, cortical Cdc42 activity appears to be extensively regulated at both initial and adaptive phases of the heat-stress response and during steady state growth at different temperatures.

### Overexpression of the heat shock transcription factor Hsf1 leads to monopolar growth

Cells respond to stress by adjusting their transcriptional output [1], [62]. Heat-stress associated transcription is primarily mediated by a temporary activation of the HSF family of transcription factors (reviewed in [63]), Hsf1 is the only HSF homologue present in the fission yeast genome and it was reported to be essential not only for heat shock response but also for vegetative growth [11], [64]. We confirmed that cells depleted of Hsf1 ceased growth (Fig. S3A). We wondered if cell polarity could be affected by the Hsf1 transcriptional activity alone, without the temperature change. To this aim, we replaced the fission yeast *hsf1* genomic promoter with a strong, thiamine responsive *nmt1* promoter. Cells with high levels of Hsf1 eventually arrested growth (Fig. S3B). Overexpression of Hsf1 was sufficient to promote its transcriptional activity since we observed vastly increased levels of the heat stress-induced protein Hsp104 (Fig. S3C–D) and the GFP reporter expressed under *hsp104* regulatory elements (Fig. 3A and S3E, see Materials and Methods for details on reporter construction). Strikingly, Calcofluor staining revealed that Hsf1-overexpressing cells became increasingly monopolar (Fig. 3B and 3B; on average the new-end growth decreased by 59±22% in *nmt1:hsf1* cells as compared to wild type cells, p^Welch's t-test^ = 4.58⋅10^−10^, n>50 cells per sample). Furthermore, cells overexpressing Hsf1 exhibited decreased tip association of CRIB-GFP that predominantly localized to only one cell tip (Fig. 3D and 3E). Taken together, it appears that high Hsf1 activity prevents normal growth patterning and eventually leads to growth arrest in fission yeast.

**Figure 3:**
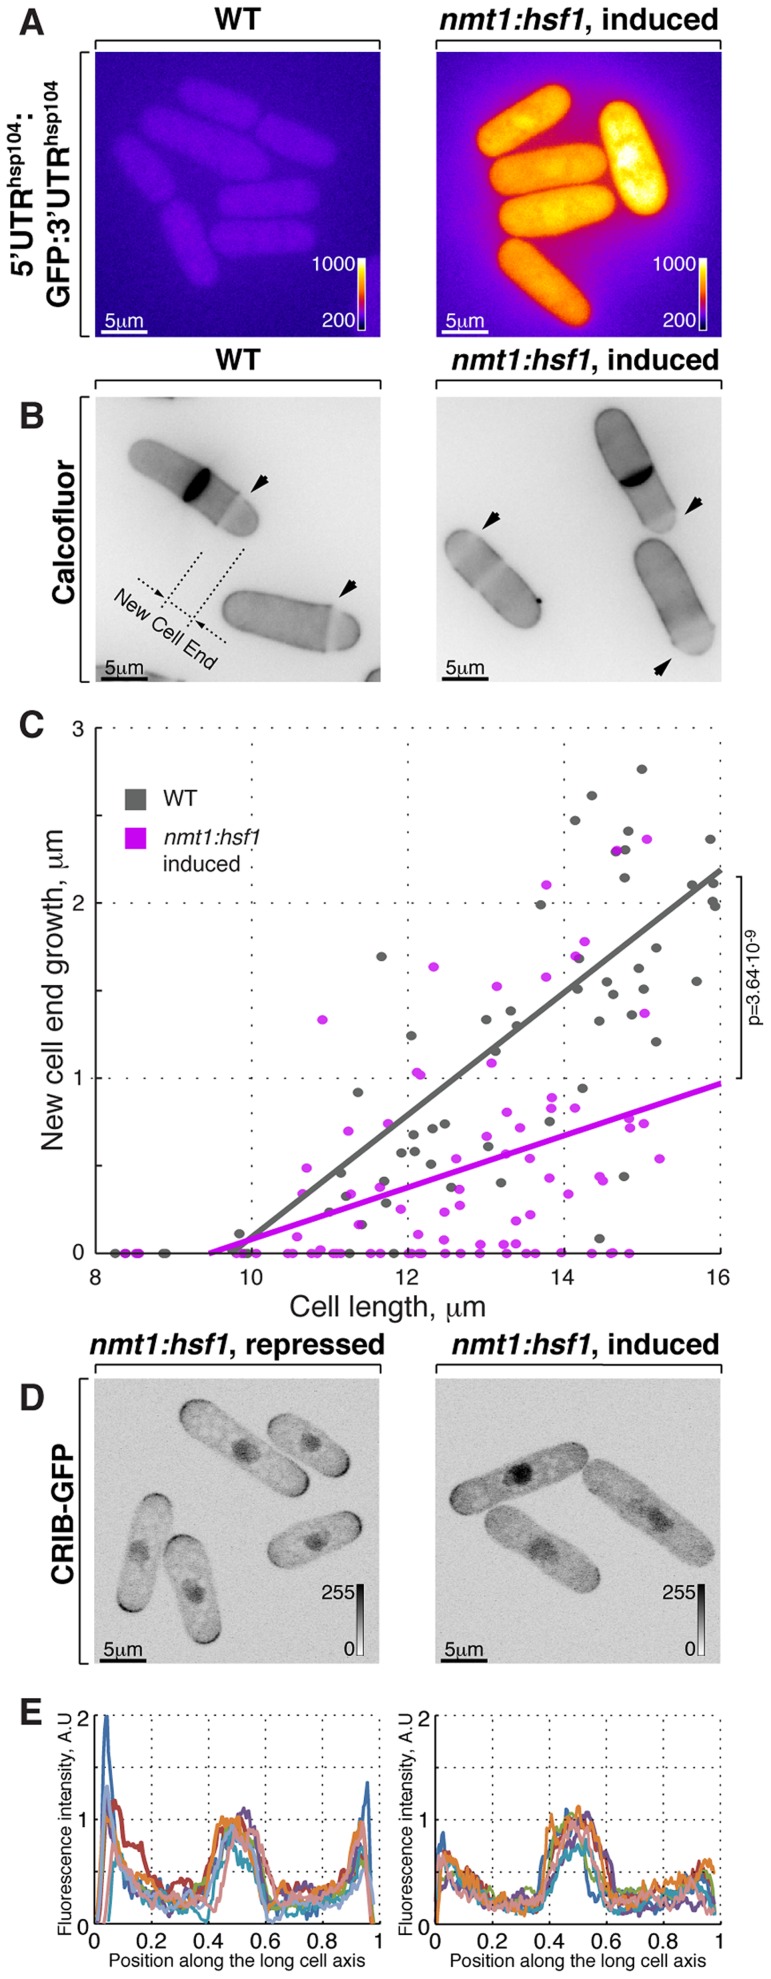
Hsf1-mediated transcription regulates growth patterning in fission yeast. (**A**) GFP reporter expression is driven by *hsp104* promoter in cells where Hsf1 ORF is under the control of either wild type or *nmt1* promoter grown to log phase in minimal medium without thiamine. Shown are pseudocolored average intensity whole cell z-projections of epifluorescence image stacks. Image contrast is reported using corresponding color wedges. (**B**) Single z-plane images of calcofluor stained wild type and cells with Hsf1 over-expression driven by *nmt1* promoter induced for 20 hours by removal of thiamine. Arrowheads point to birth-scars; the new-cell-end length was determined as a distance from the birth-scar to the proximal cell tip. (**C**) New-cell-end length as a function of cell length for wild type (gray) and cells over-expressing Hsf1 from the thiamine responsive *nmt1* promoter (magenta). Dots represent individual late G_2_ phase cells and lines represent linear regressions for cells analyzed (n>30). p-values were obtained through ANCOVA analysis. (**D**) Shown are whole cell maximum intensity *z*-projections of scanning confocal micrographs of *nmt1::hsf1* cells expressing CRIB-GFP and grown in the presence (left panel) or absence (right panel) of thiamine. (**E**) Quantification of CRIB-GFP intensities along the long cell axis in log-phase cells grown under conditions described in (**D**). Gray wedges report image contrasting. Scale bars, 5 µm.

### The Ssa2-Mas5 chaperone complex modulates adaptation to heat stress in fission yeast

Hsp90 and Hsp70-Hsp40 chaperones are known repressors of Hsf1 activity but both Hsp90 and Hsp70 proteins are known to engage a large number of client proteins [65]. To isolate specificity factor(s) for Hsp70 that could function in this process, we screened the deletion library of sixteen non-essential genes encoding nucleocytoplasmic Hsp40 chaperones (Supplementary Table S2). Two screening strategies were employed. One approach was based on our finding that Hsf1 overexpression leads to decreased growth rates and eventually a growth arrest. We hypothesized that mutant strains with elevated levels of Hsf1-associated transcription would display decreased growth rates already at 24°C and would not be able to grow at 36°C due to high Hsf1 activity. Within the deletion library of nonessential Hsp70-binding proteins only the strain lacking the DnaJ chaperone Mas5 exhibited such growth pattern (Fig. 4A).

**Figure 4:**
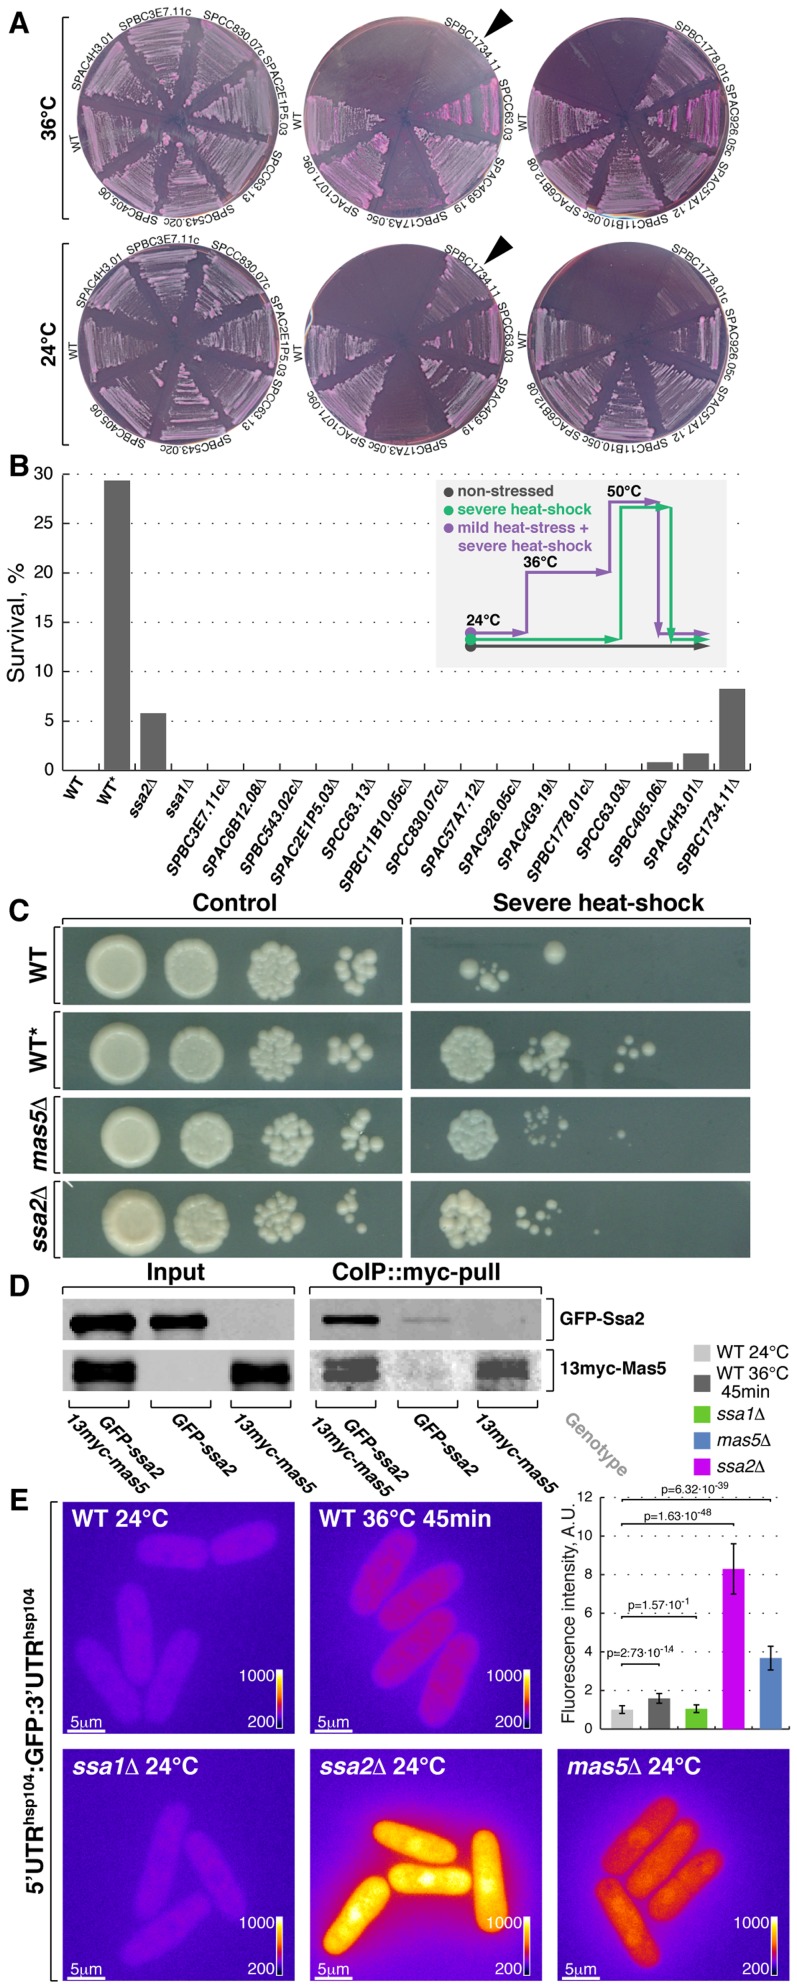
Screening for chaperone mutant cells with elevated levels of heat stress-associated transcription. (**A**) Fission yeast strains lacking indicated non-essential nucleocytoplasmic Hsp40 proteins were streaked out onto YES plates containing phloxine B and grown at 24°C or 36°C. Arrowheads points to the strain lacking DnaJ chaperone Mas5. (**B**) Survival rate upon extreme heat-shock (50°C for 15 min) of wild type cells (WT), wild type cells pre-exposed to mild heat stress (WT^*^) and cells lacking individual SSA subfamily chaperones or indicated non-essential nucleocytoplasmic Hsp40 proteins. The inset outlines the screening strategy used to identify strains with elevated levels of heat-stress associated transcription: cells were grown to log-phase at 24°C and aliquots were either allowed to continue growth at 24°C (gray line) or shifted to 50°C for 15 min (green line). An additional sample of wild type cells was shifted to 36°C for 45 min before being transferred to 50°C for 15 min (purple line). Number of colony forming units was measured for each sample and used to calculate survival rates. (**C**) Dilution spotting assay of wild type cells (WT), wild type cells pre-exposed to mild heat-stress (WT^*^) and cells lacking Mas5 or Ssa2 grown at 24°C (left panels) and exposed to 50°C for 15 min prior to plating (right panels). (**D**) Lysates prepared from cells with indicated genotypes were incubated with *anti*-myc antibodies and subsequently with beads coupled to Protein-G. Proteins that remained associated with the beads after multiple buffer washes were resolved by SDS-PAGE and prepared for Western Blotting with *anti*-myc and *anti*-GFP antibodies. (**E**) Pseudocolored average *z*-projection epifluorescence images of the GFP under the regulation of *hsp104* regulatory elements in wild type, *ssa1Δ*, *ssa2Δ* and *mas5Δ* cells grown in indicated conditions. Image contrast is reported using corresponding color wedges. Scale bars, 5 µm. Top right panel histogram quantifies the fluorescence signal in indicated strains.

The second screening strategy exploited the fact that a mild heat stress increases survival of cells exposed to a subsequent severe transient heat shock, likely due to higher expression of protective factors in pre-stressed cells [66]. As outlined in Fig. 4B, wild type cells and deletion mutants were grown to log-phase at 24°C and culture aliquots were either allowed to continue growth at 24°C or shifted to 50°C for 15 minutes before returning them to 24°C. Additionally, a sample of wild type cells was shifted to 36°C for 45 minutes before being exposed to 50°C. Survival was measured by assessing the number of colony forming units in each culture (Fig. 4B) and confirmed by a dilution spotting assay (Fig. 4C). Wild type and most tested mutant strains exhibited a survival rate below 0.5% when shifted from 24°C to 50°C for 15 minutes (n>200 CFU per strain). Conversely, 29% of wild type cells survived if a mild heat stress preceded the severe heat shock. Interestingly, cells lacking Mas5 showed an 8% survival rate when shifted directly from 24°C to 50°C for 15 minutes (Fig. 4B and 4C).

Both major nucleocytoplasmic Hsp70 chaperones, Ssa1 and Ssa2, physically interacted with Mas5 as shown by co-immunoprecipitation experiments (Fig. 4D and S4A). Cells lacking Ssa2 but not Ssa1 exhibited increased survival following a transient heat shock, similar to *mas5Δ* cells (Fig. 4B and 4C). In line with this, the fluorophore-tagged marker proteins Hsp104, Swo1 and Psi1 that are known to be strongly upregulated upon heat stress were highly abundant in *mas5Δ* and *ssa2Δ* but not in *ssa1Δ* cells, again suggesting that Ssa2-Mas5 complex may have a specific function in heat stress response (Fig. S4B and data not shown). Excluding the possibility that elevated fluorescence levels were due to selective stabilization of heat-responsive proteins in mutant cells, the UTRs^Hsp104^:GFP reporter was also strongly elevated in both *ssa2Δ* and *mas5Δ* but not in *ssa1Δ* cells (Fig. 4E). Thus, *mas5Δ* and *ssa2Δ* cells express high levels of heat stress markers already at 24°C, which may increase their chances of survival following transient heat shock.

### Cells lacking the Mas5-Ssa2 chaperone complex exhibit an intermittent, monopolar growth pattern

Doubling time of log-phase *mas5Δ* and *ssa2Δ* cultures growing at 24°C increased approximately 1.3-fold and 2-fold as compared to the wild type (Fig. S5A left panel, p^Welch's t-test^ = 1.61⋅10^−2^ and 7.16⋅10^−3^, n = 3). Moreover, cells lacking Mas5 and Ssa2 divided at a consistently shorter length as compared to the wild type (Fig. S5A, right panel). Calcofluor staining suggested that both *ssa2Δ* and *mas5Δ* cells exhibited significantly decreased new-cell-end growth (Fig. 5A and 5B, on average, *mas5Δ* and *ssa2Δ* cells reduced the new-end growth by 50±24% and 78±93% respectively, p^Welch's t-test^ = 2.28⋅10^−28^ and 2.46⋅10^−11^, n>60 per genotype).

**Figure 5:**
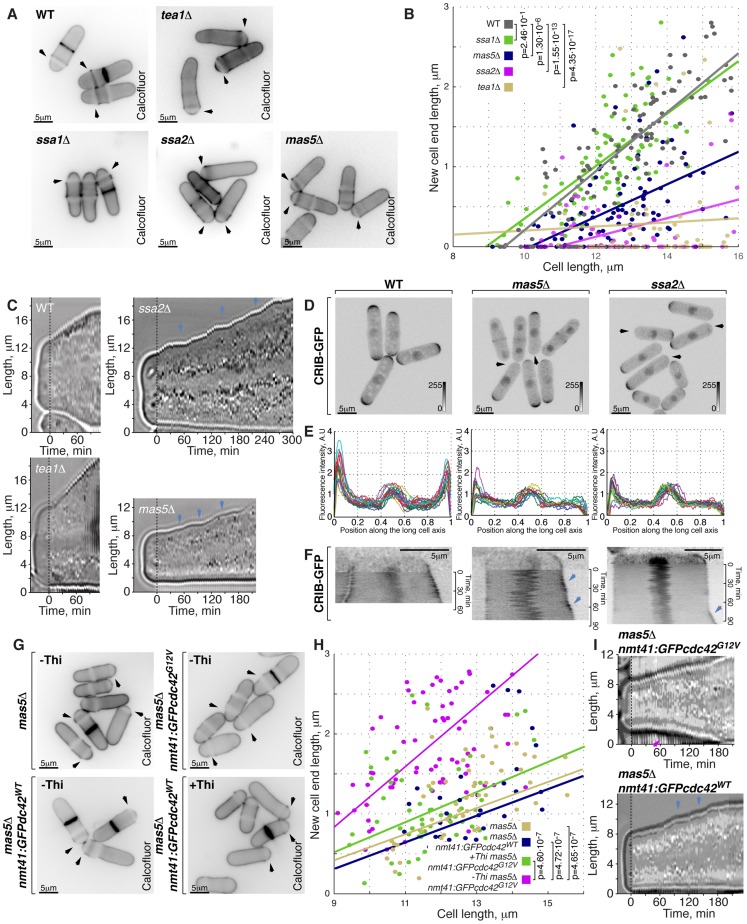
Cells with impaired Ssa2p•Mas5 complex have decreased cortical Cdc42 activity and exhibit monopolar intermittent growth pattern. (**A**) Single z-plane images of calcofluor stained log-phase cells with indicated genotypes. Arrows point to birth-scars. (**B**) New-cell-end length as a function of cell length for cells with indicated genotypes. Points represent individual cells, lines represent the linear regression of a sample and p-values were obtained through ANCOVA. (**C**) Kymographs of bright-field microscopy time-lapse analyses of cells with the indicated genetic backgrounds grown in a perfusion chamber at room temperature. Arrowheads point to growth pauses characteristic to *ssa2Δ* and *mas5Δ* cells. (**D**) Shown are whole cell maximum intensity *z*-projections of scanning confocal micrographs of log-phase cells with indicated genotypes expressing CRIB-GFP, arrowheads point to cell tips lacking Cdc42 activity. (**E**) Quantification of CRIB-GFP intensities along the long cell axis in log-phase wild type (left panel), *mas5Δ* (middle panel) and *ssa2Δ* cells (right panels). Individual lines correspond to individual cells. (**F**) Kymographs of single *z*-plane spinning disk confocal microscopy time-lapse of wild type (left panel), *mas5Δ* (middle panel) and *ssa2Δ* cells (right panels) grown at room temperature. Arrows point to intermittent Cdc42 activity bursts associated with longitudinal growth seen in *mas5Δ* and *ssa2Δ* cells. (**G**) Single z-plane images of calcofluor stained log-phase cells with indicated genotypes grown in minimal medium in the presence or absence of thiamine for 30 hours and shifted to YE medium for 7 hours prior to fixation and staining. Arrows point to birth-scars. (**H**) New-cell-end length as a function of total cell length for cells presented in (**G**). Points represent individual cells, lines represent the linear regression of a sample and p-values were obtained through ANCOVA. (**I**) Kymographs of bright-field microscopy time-lapse analyses of cells with the indicated genetic backgrounds grown in a perfusion chamber at room temperature. Blue arrowheads point to growth pauses and a magenta arrowhead indicates onset of bipolar growth. Scale bars, 5 µm.

Progression through the cell cycle was not affected in *mas5Δ* and *ssa2Δ* mutants, as evaluated by FACS (Fluorescence Activated Cell Sorting) analysis (Fig. S5B), suggesting that the monopolar growth in these mutants could not be explained by delaying entry into the G_2_ phase of the cell cycle.

Subcellular distribution of the polarisome components Tea1-YFP, Tea4-GFP and Pom1-GFP was unaffected by *mas5* gene deletion (Fig. S5C–S5F). In contrast, localization of the β-glucan synthase GFP-Cps1 was predominantly monopolar late into the G_2_ phase of the cell cycle (Fig. S5C and S5G). Similarly, exocyst subunit Sec6 localized to only one cell tip in a majority of *mas5Δ* cells (Fig. S5G and S5K). Imaging of LifeAct-GFP [67] showed that the actin cytoskeletal structures were also enriched at just one cell tip of late G_2_ phase *mas5Δ* cells (Fig. S5I, S5C, S5J). Consistently, For3-GFP and Myo52-GFP were also monopolar in most *mas5Δ* cells longer than 9 µm (Fig. S5C, S5K and S5L).

Next, we performed live imaging of wild type, *tea1Δ*, *ssa2Δ* and *mas5Δ* cells grown in a perfusion chamber at room temperature (Supplemental Movie 1, see Materials and Methods). After an initial phase of monopolar growth, the newly born wild type cells underwent NETO and assumed bipolar growth pattern clearly seen in the kymograph (Fig. 5C). As expected [27] *tea1Δ* cells maintained a constitutively monopolar growth pattern and were rarely seen undergoing NETO (Fig. 5C). Consistent with the data presented earlier, over 90% of *ssa2Δ* and *mas5Δ* cells grew only at the old cell tip. Surprisingly, all mutant cells exhibited an intermittent growth pattern (Fig. 5C, n>10 cells) with periods of complete growth arrest lasting from 5 to over 30 minutes followed by growth bursts of 5 to over 30 minutes.

Active Cdc42, as visualized by CRIB-GFP, also localized to one cell tip in cells lacking Mas5 or Ssa2 (Fig. 5D, 3% of wild type, 93% of *ssa2Δ* and 58% of *mas5Δ* late G_2_ cells were monopolar). Furthermore, the absolute levels of CRIB-GFP signal at the polar cortex were diminished in *ssa2Δ* and *mas5Δ* cells (Fig. 5E). The time-lapse spinning-disk confocal microscopy revealed that the CRIB-GFP recruitment to the cell tips was unstable in *mas5Δ* and *ssa2Δ* cells (Fig. 5F). In wild type cells, CRIB-GFP signal at the continuously growing old cell end displayed only minor intensity oscillations during the course of imaging. On the other hand, CRIB-GFP levels at the new cell end underwent major on-off oscillations prior to NETO but eventually stabilized exhibiting only minor oscillations (Fig. 5F, left panel, also see [40]). However, CRIB-GFP levels underwent on-off oscillations at both tips throughout the cell cycle in *mas5Δ* and *ssa2Δ* cells. We observed that high CRIB-GFP levels at the old cell end coincided with periods of tip growth (Fig. 5F, middle and right panels). CRIB-GFP levels at the new cell end of *ssa2Δ* and *mas5Δ* cells underwent on-off oscillations that would rarely stabilize to allow for noticeable tip elongation during the course of imaging. These results suggest that the intermittent growth pattern of *ssa2Δ* and *mas5Δ* cells is a consequence of the unstable Cdc42 activity at the cell tips. Furthermore, the decreased Cdc42 activity at the new cell end could explain the monopolar growth pattern of mutants lacking Ssa2-Mas5 chaperone complex.

The low levels of active Cdc42 in *mas5Δ* cells prompted us to explore the distribution of the Cdc42-GAP and GEFs in the mutant. Both Gef1-3YFP and Scd1-GFP exhibited bipolar localization in majority of late wild type cells but were predominantly monopolar in cells lacking Mas5 (Fig. S5M, S5N and S5C). The Cdc42-GAP, Rga4-GFP, remained restricted to the lateral cell cortex in ∼90% in *mas5Δ* cells (Fig. S5O). Levels of cortically associated Cdc42 regulators appeared decreased in *mas5Δ* cells as compared to the wild type. The average intensity of Gef1-3YFP at a cell tip was decreased by 38±28% whereas Scd1-GFP signal diminished by 53±27% (p^Welch's t-test^ = 2.51⋅10^−6^ and 7.94⋅10^−7^ respectively, n>25 cells per sample). A 20±22% decrease in cortically associated levels was also observed for the Rga4-GFP in cells lacking Mas5 (p^Welch's t-test^ = 2.71⋅10^−4^, n>25 cells per sample). The total protein levels of the three examined Cdc42 regulators were also diminished in *mas5Δ* cells (Fig. S5P). Gef1-3YFP and Scd1-GFP levels decreased by 18% and 48% respectively and a 21% decrease was observed for Rga4-GFP.

These results suggested that the lack of Ssa2-Mas5 chaperone complex resulted in monopolar growth due to insufficient function of the Cdc42 GTPase module. Indeed, mild overexpression of the constitutively active Cdc42-G12V mutant but not wild type Cdc42 in *mas5Δ* cells led to its enrichment at the cell tips (Fig. S5Q) and a significant increase in bipolar growth (Fig. 5G and 5H, p = 4.65⋅10^−7^). Interestingly, upregulation of Cdc42 activity also largely rescued the intermittent growth phenotype of *mas5Δ* cells, as observed by time-lapse microscopy (Fig. 5I, continuous growth was sustained in 11/20 cells overexpressing Cdc42-G12V and only 3/20 cells overexpressing the wild type Cdc42).

We wondered if the abnormal monopolar growth observed in cells lacking Mas5-Ssa2 chaperone complex could be a manifestation of an upregulated heat stress response.

### Cells lacking Mas5-Ssa2 chaperone complex exhibit elevated levels of heat stress-associated transcription

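RNA from wild type, *mas5Δ* and *ssa2Δ* cells grown in rich medium at 24°C, and from wild type cells shifted to 36°C for 15 minutes, was sequenced as 1 library per condition. No difference between these conditions has a replicate library, and no p-value is given. The authors selected polyadenylated RNA, mapped the reads with Tophat and obtained FPKM values (fragments scaled to transcript length and to the number of mapped fragments) with Cufflinks in Galaxy, separately for each pair of libraries. The heat-stressed, *mas5Δ* and *ssa2Δ* libraries were each compared with the same wild type library. The values of this wild type library were 1.13 times as high in the *mas5Δ* table, and 1.02 times as high in the *ssa2Δ* table, as in the heat stress table, so values were compared only within a table. The number of reads behind each value is unknown, and no counting error can be given for a gene. Of the 7008 genes listed, 4705 share their locus with another listed gene, and their values are uncertain because the counting is not stated to use strand. A log2 ratio to wild type was taken without a pseudocount for genes above 0 in both libraries, which were 6426 genes for heat stress, 6465 for *mas5Δ* and 6420 for *ssa2Δ*. The *mas5* gene (SPBC1734.11), whose locus holds 3 other listed genes, had 470 FPKM in wild type and 36.3 FPKM in *mas5Δ* cells, a log2 ratio of -3.69. The *ssa2* gene (SPCC1739.13), alone in its locus, had 2960 FPKM in wild type and 55.0 FPKM in *ssa2Δ* cells, a log2 ratio of -5.75. More than 2-fold changes were found for 904 genes up and 665 down in heat stress, 469 up and 333 down in *mas5Δ*, and 699 up and 266 down in *ssa2Δ*. These counts moved most when the significance mark of the authors' deposited table was required as well, which left 14 genes up and 1 down in heat stress.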

We investigated the gene expression profiles of *mas5Δ*, *ssa2Δ* and heat-stressed wild type *S. pombe* cells by RNAseq analysis (See Materials and Methods for experimental details). 

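Of the 448 genes more than 2-fold up in *mas5Δ* cells with a ratio in both tables, 284 were more than 2-fold up in heat-stressed wild type cells (63.4%, 95% Wilson interval 58.8 to 67.7%). The list sizes alone would give 14.0%. Of the 316 genes more than 2-fold down in *mas5Δ* cells, 160 were down in heat stress as well (50.6%, 45.1 to 56.1%), against 10.3% from the list sizes. In *ssa2Δ* cells the share was 453 of 684 genes up (66.2%, 62.6 to 69.7%) and 132 of 257 genes down (51.4%, 45.3 to 57.4%). The intervals cover counting error over genes only, and genes are not replicates. Because the comparisons share the wild type library, its chance values alone make changes coincide. This was simulated in 200 runs with unchanged libraries against 1 shared control, the noise being drawn from the mutant's own log2 ratios, real changes included. The simulated share of *mas5Δ* genes also changed in heat stress averaged 35.2% for genes up (95% of runs from 30.9 to 39.9%) and 44.8% for genes down (40.8 to 49.2%). For *ssa2Δ* it averaged 28.8% for genes up (25.4 to 32.9%) and 56.1% for genes down (52.4 to 60.0%). The observed shares of genes up lay above the simulated ranges in both mutants. The simulated lists of genes up were shorter than the deposited ones, on average 419 against 469 genes for *mas5Δ* and 580 against 699 for *ssa2Δ*. The deposited heat stress list holds 904 genes up, while the simulated noise was that of the mutant. These ranges for genes up are therefore only a rough reference. The simulated libraries have about as many genes down as up, on average 418 genes down for *mas5Δ* and 579 for *ssa2Δ* (95% of runs from 537 to 618), more than the deposited libraries have, so the shares of genes down were not read against the simulated ranges. The shares moved most with the significance mark required in both tables. This gave 8.33% of only 12 marked genes up in *mas5Δ*, set against 14 marked genes up in heat stress.

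**Figure D1:**
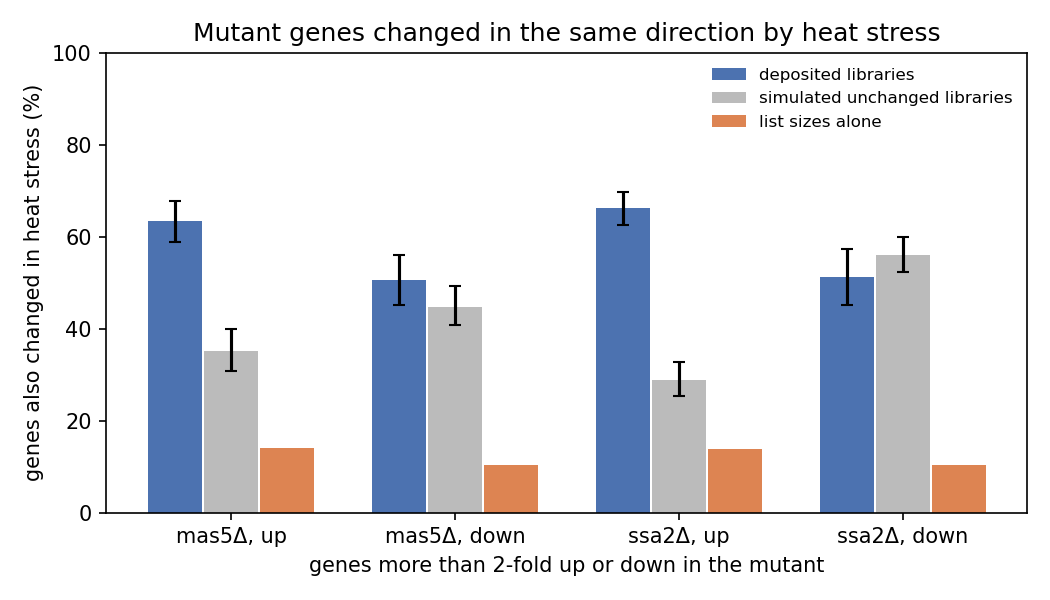
Share of genes more than 2-fold up or down in *mas5Δ* and *ssa2Δ* cells that changed the same way in heat stress, in percent. Blue bars are the deposited libraries with 95% Wilson intervals, grey bars the mean of 200 simulations of unchanged libraries with the range of 95% of runs, and orange bars the share from the list sizes alone; blue lies far above grey for genes up (63.4 and 66.2% against 35.2 and 28.8%). For genes up the simulations hold fewer genes than the deposited libraries, so grey is only a rough reference. For genes down the simulations hold more genes than the deposited libraries, and these bars are not compared.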

Interestingly, we observed a striking similarity between their gene expression programs - majority of genes that >2-fold up- or down-regulated in the chaperone mutants exhibited similar regulation in heat-stressed cells (Fig. 6A).

**Figure 6:**
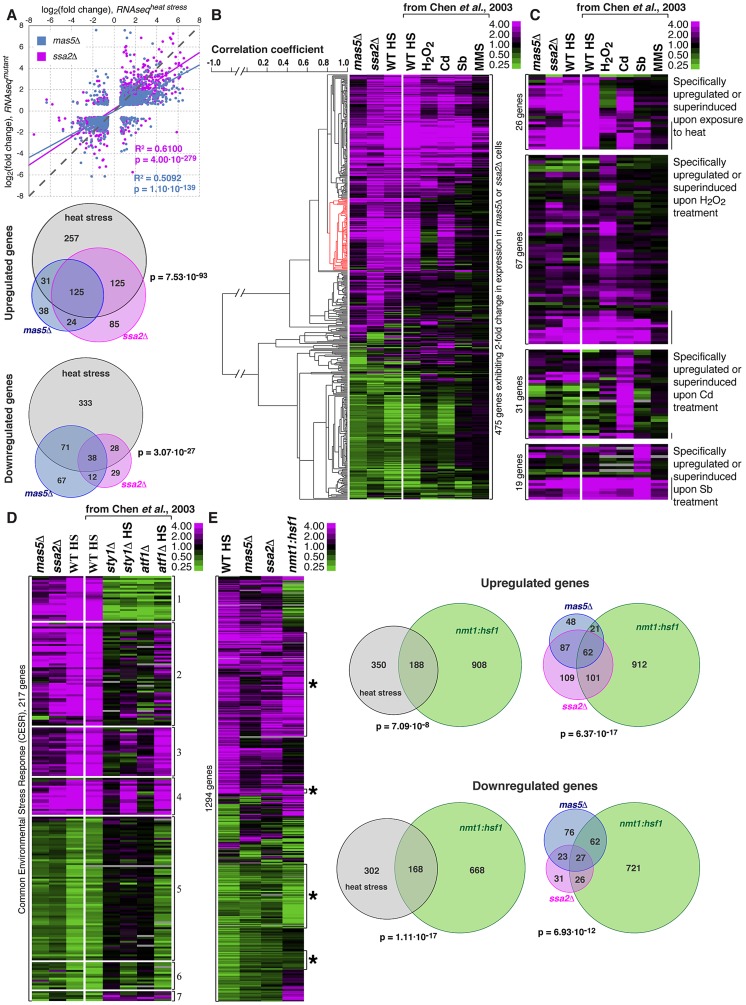
Cells with impaired function of the Ssa2p•Mas5 chaperone complex exhibit elevated levels of heat-stress associated transcription. (**A**) Top panel represents correlation analysis between gene expression profiles of *mas5Δ* (in blue) or *ssa2Δ* (in magenta) cells and wild type cells exposed to heat stress. Individual dots represent individual genes. Pearson's correlation coefficients and statistical significance are indicated. Venn diagrams (bottom panel) analyze the overlap in >2-fold differentially regulated genes between *mas5Δ* (in blue), *ssa2Δ* (in magenta) cells and heat-stressed wild type cells (in gray). (**B**) Comparison between gene expression profiles of *mas5Δ*, *ssa2Δ* and wild type cells under indicated environmental stresses; gene clustering presented on the left. (**C**) Expression profiles of genes specifically upregulated by distinct environmental stresses in *mas5Δ* and *ssa2Δ* cells and wild type cells under indicated environmental stresses. (**D**) Analysis of expression of common environmental stress response genes in exponentially growing *mas5Δ* and *ssa2Δ* cells, and *sty1Δ*, *atf1Δ* and wild type cells under indicated conditions. (**E**) Left panel shows the comparison between gene expression profiles of wild type heat-stressed cells, *mas5Δ*, *ssa2Δ* and cells overexpressing Hsf1, as detected by RNAseq analysis. Venn diagrams (right panel) analyze the overlap in >2-fold differentially regulated genes between *mas5Δ* (in blue), *ssa2Δ* (in magenta) cells, heat-stressed wild type cells (in gray) and cells overexpressing Hsf1 (in green).

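Across all genes with a ratio in both tables, the log2 ratio of *mas5Δ* correlated with that of heat stress with a Pearson's r of 0.552 (Spearman's rho 0.573, 6401 genes), and that of *ssa2Δ* with an r of 0.644 (rho 0.646, 6372 genes). These are correlations across genes, which are not independent replicates. Unchanged libraries simulated against the shared wild type library gave an r of 0.499 on average with the noise of *mas5Δ* (95% of runs from 0.435 to 0.559) and of 0.503 with the noise of *ssa2Δ* (0.448 to 0.550). The observed r of *mas5Δ* lay inside its simulated range and that of *ssa2Δ* above it. The simulated rho averaged 0.463 and 0.462 and lay below both observed values. All simulated libraries carried equal noise, and the simulated r follows from that setting. The deposited log2 ratios had an SD of 1.26 in heat stress, 0.962 in *mas5Δ* and 1.12 in *ssa2Δ*. The simulated ranges are therefore only a rough reference, and a place inside them does not show that the shared library explains the correlation. Over the 1320 genes that changed more than 1.5-fold in both *mas5Δ* and heat stress, r was 0.694, and the simulated libraries gave 0.690. Over the 1434 such genes of *ssa2Δ*, r was 0.740, with 0.692 in the simulated libraries (0.619 to 0.747). The correlation moved most when the mutant libraries were set against the wild type library in minimal medium, which shares no library with the heat stress comparison but differs in medium and comes from a table normalized separately. This gave an r of 0.0141 for *mas5Δ* and 0.193 for *ssa2Δ*. That library, set against the one in rich medium, itself had an r of 0.497 with heat stress, though these ratios share the rich medium library. The medium and the shared library therefore cannot be told apart by this comparison.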

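The heat stress log2 ratios were set against the published microarray values that Table S4 lists for 1308 genes, chosen there for a change of more than 1.5-fold by both methods, which raises r and the share with the same sign. Across these genes r was 0.927 and rho 0.909, and 1294 of them (98.9%) had the same sign by both methods. With genes of a mean of at least 10 FPKM only, r was 0.948.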

Our RNAseq-based profiling of heat stress exhibited remarkable overlap with the microarray data on different abiotic stresses [62] allowing direct comparison between two technology platforms (Fig. S6A). The correlation between expression profiles in *mas5Δ* and *ssa2Δ* strains and wild type cells under distinct stress conditions confirmed similarities between expression profiles of the chaperone mutants and wild type cells exposed to heat and also suggested some similarities to cadmium-treated cultures (Fig. 6B and Fig. S6B–C). 

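Table S4 pairs the chaperone mutants with published microarray profiles of 5 stresses over genes changed more than 2-fold in either mutant, of which 472 had a ratio in *ssa2Δ*. The *mas5Δ* log2 ratios correlated with the heat profile with an r of 0.679 and with the cadmium profile with an r of 0.551. The r of *mas5Δ* was 0.492 for antimony (Sb), 0.476 for hydrogen peroxide and 0.305 for MMS. For *ssa2Δ* heat and cadmium were again the highest, with an r of 0.716 for heat, 0.601 for cadmium, 0.397 for hydrogen peroxide, 0.351 for antimony and 0.205 for MMS. The profiles come from other cultures and share no wild type library with the RNAseq comparisons. By rank, heat was still the highest profile in both mutants (rho 0.736 in *mas5Δ* and 0.740 in *ssa2Δ*). An alternative chosen after seeing the data set the mutants against the wild type library in minimal medium, with tables normalized separately. The r with the heat profile was then 0.0139 in *mas5Δ* and 0.120 in *ssa2Δ*. That wild type library, set against the one in rich medium, itself had an r of 0.689 with this profile. With such a reference, a low r does not decide whether the mutants resemble heat.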

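Table S4 lists 27 genes as specifically induced or super-induced by heat, and 23 of them are in the set compared with the stress profiles, which holds genes that changed more than 2-fold in at least 1 of the mutants. Of the genes listed for the other stresses, this set holds 26 of 68 for oxidative stress, 13 of 32 for cadmium and 7 of 20 for osmotic stress. Because the set was chosen by the change in the mutants, no level in the mutants is given over it. The linkage clustering itself was not analysed here.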

Gene expression linkage analysis identified a cluster enriched in genes reported as exclusively induced or super-induced in response to heat stress (Fig. 6B, red cluster, p = 2.65⋅10^−7^) [62]. Moreover, when we considered genes distinctly induced by different abiotic stresses, only the heat stress-specific genes were consistently upregulated in *mas5Δ* and *ssa2Δ* cells (Fig. 6C, p*^mas5Δ^* = 1.44⋅10^−2^, p*^ssa2Δ^* = 5.25⋅10^−6^ for 1.5-fold cut-off). 

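All 27 heat stress-specific genes had a ratio in each table. Their median log2 ratio was 3.00 in heat stress, 0.92 in *mas5Δ* (95% bootstrap interval over genes 0.61 to 1.77) and 2.28 in *ssa2Δ* (1.53 to 2.62). More than 1.5-fold higher values were found for 19 of the 27 genes in *mas5Δ* and for 24 in *ssa2Δ*, and 2 genes and 1 gene were more than 1.5-fold lower. Against the wild type library in minimal medium, an alternative chosen after seeing the data and from tables normalized separately, the median was 0.36 in *mas5Δ*, with 10 genes more than 1.5-fold up and 6 down, and 1.38 in *ssa2Δ*, with 21 up and 4 down. That wild type library itself had 19 of the 27 genes more than 1.5-fold above the one in rich medium. In both mutants, against the wild type library in rich medium, the median lay above all of 10000 random lists of the same size matched on mean expression, which had a median of -0.06 in *mas5Δ* and -0.04 in *ssa2Δ*. Against the one in minimal medium both medians also lay above all of the random lists. This describes these libraries and is no test across cultures. With super-induced genes left out, the median in *mas5Δ* was 0.75.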

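The genes that Table S4 lists for other stresses were examined in the same way, as 68 oxidative stress-specific genes, 32 for cadmium and 20 for osmotic stress. The oxidative stress-specific genes had a median log2 ratio of 0.21 in *mas5Δ* and 0.62 in *ssa2Δ*, with 16 and 36 of the 68 genes more than 1.5-fold up. These medians lay at the percentile 99.8 of the random lists in *mas5Δ* and above all of them in *ssa2Δ*. For cadmium the medians were 0.22 in *mas5Δ* and -0.04 in *ssa2Δ*, at the percentiles 99.1 and 27.3, with 9 and 5 of 32 genes more than 1.5-fold up. For osmotic stress they were 0.46 in *mas5Δ* and 0.43 in *ssa2Δ*, at the percentiles 99.7 and 98.3, with 9 and 8 of 20 genes more than 1.5-fold up. Against the wild type library in minimal medium, also chosen after seeing the data and from tables normalized separately, the oxidative stress median was -0.31 in *mas5Δ*, below all random lists, and -0.08 in *ssa2Δ*, at the percentile 32.3. The cadmium medians were then 0.17 and 0.047 at the percentiles 96.6 and 87.2, and the osmotic stress medians 0.074 and -0.16 at the percentiles 35.9 and 9.49. With specifically induced genes only, the osmotic stress median in *ssa2Δ* changed sign, to -0.11.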

No significant overlaps were detected for genes specifically up-regulated by other types of stress (Fig. 6C; p^binomial test^>0.25 for oxidative, osmotic stress and cadmium treatment). The microarray and qPCR analysis confirmed that genes specifically induced in response to heat stress were upregulated in *mas5Δ* cells and genes downregulated during heat-stress exhibited similar behavior in *mas5Δ* cells (Fig. S6D; See Supplementary Table S5 for detailed microarray analysis). 

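Of the 764 genes more than 2-fold changed in *mas5Δ* with a ratio in heat stress, 647 (84.7%, 95% Wilson interval 82.0 to 87.1%) had the same sign in heat stress, and 45 were more than 2-fold changed the other way. In *ssa2Δ* 832 of 941 genes had the same sign (88.4%, 86.2 to 90.3%) and 33 went the other way past 2-fold. Unchanged libraries simulated against the shared wild type library, with more genes down than the deposited ones, gave the same sign for 79.9% of genes with the noise of *mas5Δ* (95% of runs from 77.4 to 82.8%) and for 78.8% with that of *ssa2Δ* (76.2 to 81.1%). These libraries all carried equal noise, so the ranges are only a rough reference. Among the genes tested by qPCR that the paper names, *fes1* (SPBC3B9.01) had log2 ratios of 4.04 in heat stress, 1.77 in *mas5Δ* and 2.49 in *ssa2Δ*. For *dbp2* (SPBP8B7.16c), another of these genes, they were -2.73, -1.07 and -0.71. Of the reference genes, *act1* had a log2 ratio of -0.0054 in *mas5Δ*. The *gpd1* primers are listed for SPBC32F12.11, with 0.045 in *mas5Δ*, and for SPBC354.12, with 3.06. Apart from these reference genes, the other qPCR genes changed less in *mas5Δ* in their direction. Their log2 ratios in *mas5Δ* were 1.73 for *tps3*, 1.10 for *sti1*, 0.83 for *aha1* and 0.75 for *dpp5*. Among the falling genes they were -1.05 for *rpl24-3*, -0.54 for *fas2* and -0.39 for *ght8*. The paper draws its conclusion after the comparisons of regulated genes, stress profiles and stress-specific genes and the microarray and qPCR analysis of *mas5Δ* cells.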

We concluded that the transcriptional profiles of the chaperone mutants qualitatively matched the heat stress gene expression signature.

Both *mas5Δ* and *ssa2Δ* mutants exhibited differential regulation of most common environmental stress response (CESR) genes (Fig. 6D and [62]). 

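The CESR genes, which respond to most stresses, are listed in 7 clusters in Table S4, and 213 of them had a ratio in each table. In heat stress 195 of the 213 genes changed more than 2-fold in the direction of their cluster. In *mas5Δ* 89 did (41.8%) and in *ssa2Δ* 85 (39.9%). Without a fold threshold, 199 genes in *mas5Δ* and 206 in *ssa2Δ* had the direction of their cluster. Of the 121 genes in the upward clusters 1 to 4, 55 were more than 2-fold up in *mas5Δ* and 70 in *ssa2Δ*. Of the 92 genes in the downward clusters 5 to 7, 34 were more than 2-fold down in *mas5Δ* and 15 in *ssa2Δ*. The wild type library in minimal medium, set against the one in rich medium, also changed 133 of the 213 genes more than 2-fold in this direction, from tables normalized separately. Set against that library in minimal medium, *mas5Δ* changed 15 of the 213 genes (7.04%) and *ssa2Δ* 25 (11.7%) more than 2-fold in the direction of their cluster, and 69 and 80 genes had this direction without a fold threshold.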

Stress response is activated in part by MAP kinase (MAPK) signaling through the MAP kinase Sty1 and Atf1 transcription factor [59], [68], [69]. Interestingly, the most consistently up- or down-regulated CESR gene clusters were those independent of either Sty1 and/or Atf1 (Fig. 6D, clusters 4 and 6; Fig. S6E). 

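Cluster 4 had the highest median log2 ratio of the upward clusters in both mutants, 1.29 in *mas5Δ* (95% bootstrap interval over its 19 genes 0.58 to 1.82) and 2.23 in *ssa2Δ* (1.59 to 3.40). More than 1.5-fold higher values were found for 13 of its 19 genes in *mas5Δ* and for 16 in *ssa2Δ*. Cluster 6 had medians of -0.78 in *mas5Δ* and -0.68 in *ssa2Δ*, with 10 and 9 of its 14 genes more than 1.5-fold down. In cluster 5 the medians were -0.91 in *mas5Δ* and -0.74 in *ssa2Δ*, with 67 and 54 of 73 genes more than 1.5-fold down. Cluster 7 holds 5 genes, with medians of -1.12 in *mas5Δ* and -0.46 in *ssa2Δ*. These medians depend on the wild type library. Against the one in minimal medium, an alternative chosen after seeing the data and with tables normalized separately, the median was 0.07 in *mas5Δ* and 1.42 in *ssa2Δ* for cluster 4, 0.25 and 0.26 for cluster 5, -0.15 and -0.32 for cluster 6 and -1.44 and 0.42 for cluster 7.

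**Figure D2:**
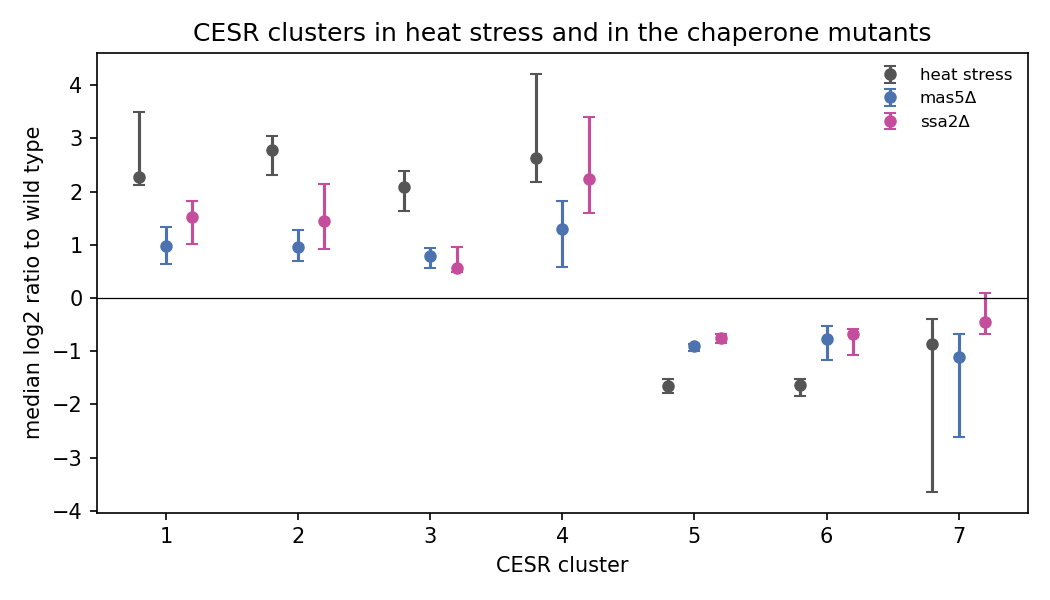
Median log2 ratio to wild type in rich medium of the genes of each CESR cluster in heat stress, *mas5Δ* and *ssa2Δ*, 1 library per condition, with 95% bootstrap intervals over genes. Cluster 4 is the highest in both mutants (1.29 and 2.23), and clusters 5 to 7 lie below 0.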

While many Sty1- and Atf1-dependent CESR genes were also differentially regulated in the chaperone mutants (Fig. 6D), we failed to observe synthetic genetic interactions between *mas5Δ* and cells lacking Sty1 [70] or between *mas5Δ* and mutants carrying the constitutively activated MAPK kinase allele *wis1.DD* [59]. 

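The median log2 ratio of cluster 1 was 0.98 in *mas5Δ* and 1.52 in *ssa2Δ*, with 17 and 20 of its 24 genes more than 1.5-fold up. In cluster 2 the median was 0.95 in *mas5Δ* and 1.44 in *ssa2Δ*, and 37 of 53 genes in *mas5Δ* and 43 in *ssa2Δ* were more than 1.5-fold up. Cluster 3 had medians of 0.79 and 0.57, with 16 of 25 genes in *mas5Δ* and 12 in *ssa2Δ* more than 1.5-fold up. With the mutants against wild type in minimal medium, also chosen after seeing the data and from tables normalized separately, the medians in *mas5Δ* and *ssa2Δ* were -0.48 and -0.32 in cluster 1, -0.43 and 0.041 in cluster 2, and -0.46 and -0.57 in cluster 3. The *atf1* gene itself (SPBC29B5.01) had a log2 ratio of 1.63 in heat stress, 0.40 in *mas5Δ* and 0.52 in *ssa2Δ*.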

The phenotype of *mas5Δ* cells was also unchanged in the presence of Polo kinase mutant alleles *plo1S402A* and *plo1S402E* known to be defective in some aspects of the MAPK signaling [55].

We next wondered how the gene expression programs of heat-stressed cells and the chaperone mutants compared to that of cells overexpressing Hsf1. To this end, we performed RNAseq analysis of *nmt1:hsf1* cells grown in the absence of thiamine for 20 hours, at a time point when most Hsf1-overexpressing cells exhibited monopolar growth (Fig. 3). 

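The *nmt1:hsf1* cells and a wild type culture in minimal medium without thiamine were sequenced as 1 library each and normalized together, apart from the other tables. The order of the columns of this table was taken to be that of the others, wild type first. The *hsf1* gene (SPAC2E12.02) had 93.4 FPKM in wild type and 922 FPKM in *nmt1:hsf1* cells, a log2 ratio of 3.30. The *nmt1* gene (SPCC1223.02), which is induced without thiamine, had 24273 FPKM in wild type and 5778 FPKM in *nmt1:hsf1* cells. Of the 6335 genes with a ratio, 1716 were more than 2-fold up and 1059 down. The authors' deposited table marks 0 genes of this comparison as significant, with a lowest q-value of 0.159. The *ura4* gene (SPCC330.05c) had 0.219 FPKM in wild type and 95.1 FPKM in *nmt1:hsf1* cells. It was also listed at 0 in wild type in rich medium, with and without heat stress, and had 116 FPKM in *mas5Δ* and 58.8 FPKM in *ssa2Δ* cells. Its rise is therefore not specific to *nmt1:hsf1* cells and is not read as an effect of Hsf1.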

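Of the 855 genes more than 2-fold up in heat stress with a ratio in the *nmt1:hsf1* table, 380 were more than 2-fold up in *nmt1:hsf1* cells (44.4%, 95% Wilson interval 41.1 to 47.8%), against 26.7% from the list sizes alone. Of the 632 genes more than 2-fold down in heat stress, 230 were down in *nmt1:hsf1* cells (36.4%, 32.7 to 40.2%), against 16.8%. These comparisons share no library. Across 6274 genes the correlation of the log2 ratios had an r of 0.283 and a rho of 0.276. The *hsp16* gene (SPBC3E7.02c), among the largest rises in heat stress, had log2 ratios of 8.19 in heat stress and 6.23 in *nmt1:hsf1* cells.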

We observed a significant overlap between the sets of genes regulated by Hsf1 overexpression and the heat stress (Fig. 6E). Importantly, almost half of the differentially expressed genes in *mas5Δ* and/or *ssa2Δ* cells were similarly regulated in cells overexpressing Hsf1 (Fig. 6E). Many of those genes appeared the heat stress-responsive Hsf1-targets (Fig. S6F). It is possible that genes up-/down-regulated in the chaperone mutants that were not affected by Hsf1 overexpression could be regulated through other pathways. 

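Of the 797 genes more than 2-fold up in *mas5Δ* or *ssa2Δ* cells, 408 were more than 2-fold up in *nmt1:hsf1* cells (51.2%, 95% Wilson interval 47.7 to 54.6%), where the list sizes alone give 26.8%. Among the 424 genes down in either mutant, 180 were down (42.5%, 37.8 to 47.2%), where the list sizes give 16.7%. Genes alone in their locus, an alternative chosen after seeing the data, gave 39.3% for genes up.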

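The mutant genes were split by their change in *nmt1:hsf1* cells, over genes with a ratio in all 4 tables. Of the 406 genes up in a mutant and in *nmt1:hsf1* cells, 264 were also up in heat stress (65.0%), and of the 387 other genes up in a mutant 230 were (59.4%). For genes down the shares were 94 of 180 (52.2%) and 107 of 240 (44.6%). In each direction the Wilson intervals of the 2 shares overlap. The Hsf1 targets of Fig. S6F were not used here.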

Alternatively, overexpression of Hsf1 could fail to fully recapitulate its native post-transcriptional activation.

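Chaperone genes that the paper names were compared over the 4 tables, each against the wild type library of its table. The Hsp70 gene *ssa1* (SPAC13G7.02c) had log2 ratios of 6.53 in heat stress, 3.93 in *mas5Δ*, 4.95 in *ssa2Δ* and 3.31 in *nmt1:hsf1* cells. The *psi1* gene (SPCC830.07c) had log2 ratios of 4.96, 2.67, 3.03 and 1.00 in the same order. For *sti1* (SPCC645.14c) they were 3.32, 1.10, 2.13 and 0.29. The gene that the paper calls *hsp104* (SPBC16D10.08c) had 6.07, 3.43, 4.51 and 0.43, and in the wild type library in minimal medium it had 208 FPKM. The Hsp90 gene *swo1* (SPAC926.04c) had 1.98, 1.35, 1.88 and 0.18. For *hsp104* the paper reports much higher Hsp104-GFP and reporter fluorescence in Hsf1-overexpressing cells. That is a measure of protein, while the log2 ratio of 0.43 is of RNA in 1 library per condition. The 27 heat stress-specific genes had a median log2 ratio of 0.72 in *nmt1:hsf1* cells, with 15 genes more than 1.5-fold up, and of 0.29 with specifically induced genes only. For genes that changed in the mutants and not with Hsf1 overexpression, the paper proposes, as possibilities, regulation through other pathways or an overexpression that does not fully recapitulate native activation.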

Taken together, our gene expression analyses imply that cells lacking the Mas5-Ssa2 chaperone complex exhibit elevated levels of heat stress-associated transcription, at least in part due to abnormal activation of Hsf1.

### High Hsf1 activity accounts for the growth pattering defects in cells lacking Ssa2-Mas5 chaperone complex

We wondered if polarized growth defects observed in the chaperone mutants were in fact related to high Hsf1 activity. To test this hypothesis, we sought to down-regulate Hsf1 expression in *mas5Δ* cells by promoter replacement. The *nmt81-hsf1* transcriptional shut-off allows full depletion of Hsf1 but the strains carrying this construct do not germinate and therefore are not suitable for genetic analyses (Fig. S3A and data not shown). Thus we replaced the native *hsf1* promoter with a recently reported uracil-regulatable p*^urg1^* promoter [71]. Repression of the p*^urg1^*-driven Hsf1 in wild type cells did not lead to growth arrest, suggesting that even in its repressed, basal state, p*^urg1^* promoter allows Hsf1 expression sufficient for supporting vegetative growth. In line with this, we did not observe differences in the basal levels of Hsp104-GFP reporter upon repression of *p^urg1^-hsf1* in unstressed wild type cells (Fig. 7A–B). However, Hsp104-GFP levels were strongly reduced in *mas5Δ* cells when the p*^urg1^*-driven Hsf1 expression was repressed (Fig. 7A–B).

**Figure 7:**
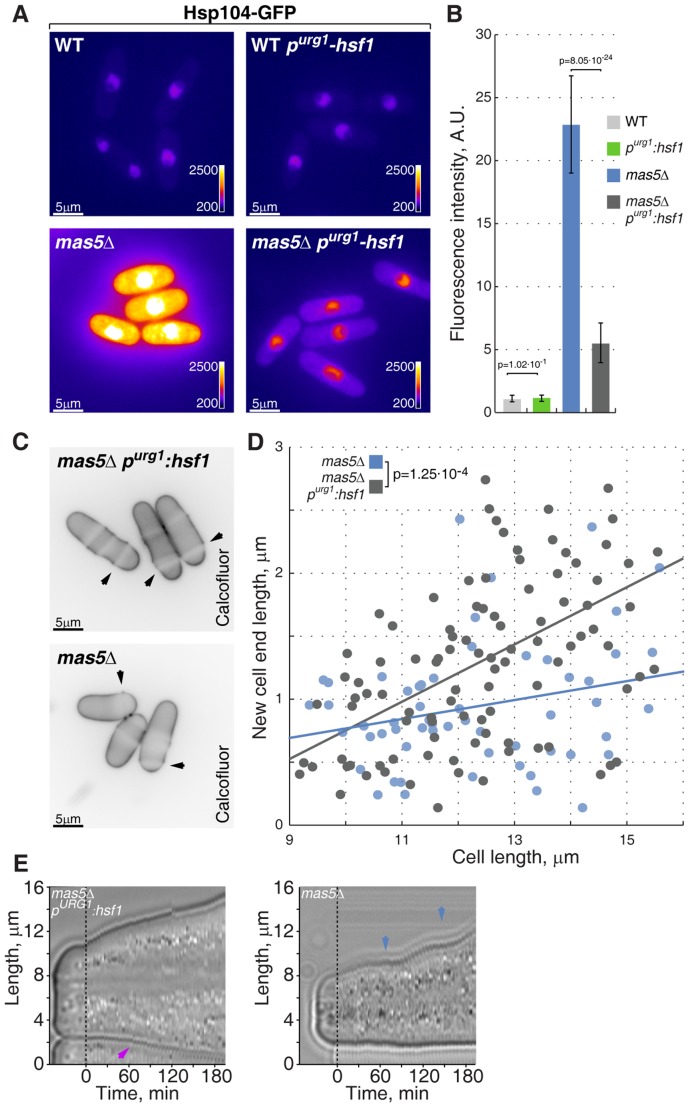
Repression of Hsf1 expression in *mas5Δ* cells rescues the growth patterning defects. (**A**) Hsp104-GFP expressing wild type and *mas5Δ* cells where Hsf1 expression was under the regulation of the native or inducible p^urg1^ promoter were grown in minimal medium lacking uracil for 36 hours at 24°C. Shown are pseudocolored epifluorescence images. Image contrast is reported using color wedges. Scale bars, 5 µm. (**B**) Quantification of GFP fluorescence in cells presented in (**A**). (**C**) Single z-plane images of calcofluor stained log-phase cells with indicated genotypes grown as described in (**A**). Arrowheads point to birth-scars. (**D**) New-cell-end length as a function of total cell length for cells with indicated genotypes. Points represent individual cells, lines represent the linear regression of a sample and the p-value was obtained through ANCOVA. (**E**) Kymographs of bright-field microscopy time-lapse analyses of cells with the indicated genetic backgrounds grown in a perfusion chamber at room temperature. Blue arrowheads point to growth pauses and a magenta arrowhead indicates onset of bipolar growth.

Importantly, down-regulation of Hsf1 largely corrected the growth patterning defects of the chaperone mutant cells. Calcofluor staining revealed a significant increase in bipolar growth in *mas5Δ* cells with repressed *p^urg1^-hsf1* expression as compared to those carrying the wild type *hsf1* allele (Fig. 7C–D). Curiously, down-regulation of Hsf1 also rescued the intermittent growth phenotype, with *mas5Δ p^urg1^-hsf1* cells demonstrating continuous tip extension when the promoter was repressed (Fig. 7E; 12/20 *mas5Δ p^urg1^-hsf1* cells sustained continuous tip extension *vs* 5/20 *mas5Δ* cells).

Taken together, our results indicate that high Hsf1 activity leads to downregulation of Cdc42 module resulting in inability to support normal bipolar growth. Following stress-triggered Hsf1 activation, the Hsp70-Hsp40 chaperone pair Ssa2 and Mas5 could function to repress it, thus allowing cells to reset their transcriptional output and return to normal growth.

## Discussion

Organisms rapidly adjust their physiology in response to environmental stimuli such as changes in nutrient and mate availability, injury and abiotic stresses. A variety of stresses, including heat and exposure to osmolytes, trigger transient depolarization of the actin cytoskeleton and the cell wall remodeling machinery [25], [50], [53], [55]. After a period of adaptation to new conditions, the polarized growth is restored (Fig. 1 and S1). Our work focuses on this latter phase of stress response when cells resume polarized growth in an altered environment.

Following heat stress, the GTP-bound, active Cdc42 is no longer confined to the cell poles and redistributes throughout the entire cortex (Fig. 2). Cdc42 functions at the vertex of cellular growth (reviewed in [23], [72]) so its mis-localization likely propagates down to the cell wall remodeling machinery by delocalizing exocyst and the actin cytoskeleton (Fig. 1 and S1). Redistribution of the growth machinery throughout the cortex has been proposed to function in strengthening the cell wall and possibly to fix injuries caused by a temperature increase [49], [73], [74], although we did not readily detect major changes in cell wall appearance in heat-stressed *S. pombe* cells by electron microscopy (data not shown). The reported diffusion rates of the membrane-bound Cdc42 are relatively low [75] suggesting that mis-localization is likely due to Cdc42 activation occurring throughout the cortex rather than the lateral movement of active GTPase from the cell tips. Overexpression of Gef1 is sufficient to promote Cdc42 activation throughout the entire plasma membrane [76] suggesting that modulation of Gef1 activity and/or membrane recruitment upon heat stress could allow for ectopic activation of Cdc42. Interestingly, inhibition of the evolutionary conserved NDR kinase Orb6 promotes invasion of Cdc42 into the lateral cortical domain possibly through direct phosphorylation of Gef1 [37]. Activity of GEFs could be also modulated by interaction with plasma membrane proteins sensing the environment or the structural integrity of the cell wall. For instance, in budding yeast the cell wall sensors Wsc1 and Mid2 have been shown to interact with the GEF for Rho1, Rom2, and stimulate the Rho1 nucleotide exchange [51]. Since all landmark proteins including Pom1, the direct modulator of Rga4/Cdc42-GAP activity [39], remain properly polarized during heat stress response (Fig. 1), the mechanisms regulating delocalization of active Cdc42 are likely to function independently of the polarisome.

Once the initial phase of stress response is over, cells must return to normal growth in new conditions. Curiously, transient depolarization of the growth machinery upon mild heat stress is followed by a prolonged period of monopolar growth ([21], Fig. 1). Since the entire cell population becomes predominantly monopolar it means that heat stress could delay both the onset of NETO in newly born cells and re-initiation of persistent bipolar growth in late G_2_ phase of the cell cycle. The predominantly monopolar growth pattern in cells adapting to heat stress could be possibly explained by the recently developed model correlating the cell length to the bipolar Cdc42 activation [40]. The salient prediction of the model is that reduction of the positive relative to the negative Cdc42 feedback would result in an increased incidence of monopolar cells. Reduction in cortical levels of Cdc42-GEFs in heat-stressed cells could indeed weaken the positive feedback [42], [77], [78]. It is known that monopolar growth does result from the perturbed regulation of Cdc42 activity. *S. pombe* cells lacking Cdc42-GEF Gef1 have been shown to delay NETO [76]. Similarly, mutants in the Cdc42 effector PAK kinase that likely functions as a part of Cdc42 activity feedback [40] are monopolar [79]. The nature of negative feedback is less clear but it is unlikely to be limited to Cdc42-GAP [40], [41]. Alternatively, the heat-induced chaperones could directly modulate the cytoskeletal dynamics [80], [81] and in turn, affect the Cdc42 module activity.

Of note, cells with high levels of heat stress associated transcription either due to overexpression of the heat shock transcription factor Hsf1 or lacking the chaperone complex Ssa2-Mas5, also grow in a monopolar fashion and exhibit decreased cortical levels of active Cdc42 (Fig. 3 and Fig. 5). Unlike in a polarisome-deficient monopolar mutant *tea1Δ*, the active Cdc42 can be recruited to both tips of *mas5Δ* cells (Fig. S5R). Yet, only the old cell end that was inherited from the mother is capable of maintaining Cdc42 activity levels sufficient for growth (Fig. 5F). Consistent with an idea that low Cdc42 activity does not allow bipolar growth in cells where the heat stress response is on, mild overexpression of the constitutively active Cdc42 mutant rescued the growth patterning defects of *mas5*Δ cells (Fig. 5G–I).

Once wild type cells attain the new steady state growth at elevated temperature, the cortical activity of Cdc42 returns to normal and the bipolar growth is resumed (Fig. S2). Interestingly, the abundance of Cdc42 regulators is inversely correlated with environmental temperature (Fig. S2H), which may suggest a degree of temperature compensation in the Cdc42 module. The eukaryotic circadian clock is a typical example of a complex feedback network that buffers the period of oscillations against temperature (reviewed in [82]). The temperature compensation of the *Neurospora* clock relies on phosphorylation of the key regulator Frq by the casein kinase 2 [83], an ortholog of the gene isolated as *orb5* in the fission yeast morphogenesis screen [84]. Furthermore, Hsf1 itself is known to regulate temperature compensation of the mammalian circadian clock [85]. The decrease in the Cdc42 activity in cells lacking the Ssa2-Mas5 complex could be potentially explained by over-compensation of Cdc42 module in the absence of the actual temperature increase.

Our work suggests that in fission yeast, the Hsp40 protein Mas5 functions in repressing Hsf1 activity as a specificity co-factor for the Hsp70 chaperone Ssa2. Heat shock transcription factors are extensively regulated [63] and both Hsp90 and Hsp70 chaperones have been proposed to function as their repressors [18], [19], [86]. We show that transcriptional depletion of Hsf1 indeed suppresses the heat-stress associated transcription in *mas5*Δ cells and also rescues the polarized growth defects in this chaperone mutant (Fig. 7). In line with this, the slow growth of budding yeast lacking Ssa1 and Ssa2 is rescued by a partial loss-of-function mutation in Hsf1 [87]. An interesting twist to the chaperone-mediated regulation is that mRNA abundance of these chaperones increases upon heat stress (1.9-fold and 3.3-fold increase, respectively), possibly placing Hsf1 activity within a negative feedback loop. 

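In the heat stress table *mas5* had 418 FPKM in wild type and 810 FPKM after heat stress, a 1.94-fold rise, and *ssa2* had 2915 and 9692 FPKM, a 3.32-fold rise. In the mutants, *ssa2* rose 2.28-fold in *mas5Δ* cells and *mas5* rose 2.25-fold in *ssa2Δ* cells. In *nmt1:hsf1* cells the log2 ratio was -0.19 for *mas5* and 0.83 for *ssa2*.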

The cytosolic Hsp70 chaperones could also act as primary sensors of stress at least in some conditions, *e. g.* Ssa1 in budding yeast has been shown to release Hsf1 from the inhibitory complex upon binding to the thiol-reactive compounds [88]. The human Mas5 and Ssa2 orthologs have been shown to bind Hsf1 *in vitro* [89], an interaction that we were unable to detect in fission yeast, possibly due to its transient nature.

Several reports suggested that subcellular distribution of Hsf1 could affect its activity (surveyed in [90]). Interestingly, we found that during the steady state growth in *S. pombe*, Hsf1 exhibited a predominantly nuclear localization but it was fully exported into the cytoplasm following heat stress (Fig. S7). However, in the absence of Mas5 and Ssa2 Hsf1 failed to exit the nuclei of heat-stressed cells, suggesting that the chaperone complex could also regulate Hsf1 through controlling its subcellular distribution (Fig. S7). The temporally resolved studies of Hsf1-driven transcription triggered by heat stress suggest that the initial burst of Hsf1 activity is rapidly followed by its repression [6], [8], [62], [91]. Removing Hsf1 from the nucleus could be one of the mechanisms to attenuate its activity.

The Mas5-like Hsp40 chaperones are highly promiscuous in their interactions with client proteins [65]. This property could potentially allow them to serve as sensors of global folding status linking the machineries handling environmental stress response and the normal cellular growth. Indeed, Ydj1, the budding yeast ortholog of Mas5, has been proposed to function as a growth rate sensor regulating G_1_/S entry [92], [93]. Curiously, bursts of fairly normal tip extension in individual *mas5*Δ or *ssa2*Δ cells are interspersed with periods of rest (Fig. 5), suggesting that one or more factors could become limiting for growth when availability of these chaperones is decreased. Given that the instantaneous growth rate in yeast has been negatively correlated to upregulation of heat-responsive genes [94], the Hsf1-chaperone interaction could function in a feedback loop sustaining the normal cellular growth. It is worth noting that while both upregulation of Cdc42 activity and partial downregulation of Hsf1 in the chaperone mutant cells rescued the polarity-related phenotypes, neither genetic manipulation ameliorated the slow doubling time of *mas5*Δ cells.

Placing the central transcriptional activator of the heat shock response under negative regulation by chaperones with a wide client base may ensure efficient and highly sensitive means of adapting to frequently changing environment. Moreover, this circuitry appears to be coopted in regulating the normal cell cycle progression as a function of growth rate. By regulating Hsf1 activity through the Ssa2-Mas5 chaperone system, fission yeast cells could optimize Cdc42-driven polarized growth under different temperature regiments. Given that the heat stress associated transcription modulates diverse cellular functions [1], similar adaptive dynamics are likely to operate in other physiological processes.

## Materials and Methods

### *S. pombe* strains and reagents

*S. pombe* strains used in this study and their genotypes are listed in Supplementary Table S1. Growth media and genetic methods were as described in [95]. The actin marker Lifeact-GFP was a kind gift from M. Balasubramanian. The cell wall dyes Calcofluor White and FITC-Lectin were obtained from Sigma-Aldrich (St. Louis, MO, USA). We placed GFP under the control of the *hsp104* promoter region (1.5 kb upstream of the start codon) and the 3′ UTR (0.7 kb downstream of the stop codone) to construct a reporter of heat-activated expression. The construct was integrated into *hsp104* chromosomal locus without disrupting the Hsp104 ORF. For Hsf1 overexpression and thiamine-responsive transcriptional shut-off we replaced the *hsf1* promoter with *nmt1* and *nmt81* promoters respectively at the native chromosomal locus. Similarly, for uracil-responsive modulation of Hsf1 expression we replaced the *hsf1* promoter with *urg1* promoter (675 bp upstream of the start codon) at the native chromosomal locus.

### Fluorescence Activated Cell Sorting (FACS)

FACS was performed on MACSQuant Analyzer (Miltenyi Biotec GmbH, Bergisch Gladbach, Germany) using a protocol described by [96] with RNase obtained from Roche (Basel, Switzerland) and propidium-iodide from Sigma-Aldrich (St. Louis, MO, USA).

### Microscopy

Epifluorescence images were collected using mercury lamp as an illumination source with appropriate sets of filters on a Zeiss Axiovert 200M microscope (Carl Zeiss, Inc.) using an Plan Apochromat 100X, 1.4 N.A. objective lens, CoolSnap camera (Photometrics, Tucson, AZ) and Uniblitz shutter driver (Photonics, Rochester, NY) under the control of Metamorph software package (Universal Imaging, Sunnyvale, CA). We acquired either single z-planes or whole cell image stacks that consisted of 9 z-sections with 0.5 µm spacing. The z-stack maximum or average projection images were obtained by ImageJ 1.46b software package (http://rsb.info.nih.gov/ij/; National Institutes of Health, Bethesda, MD, USA). The same setup was also used in DIC microscopy on fission yeast cells grown in liquid YES medium using ONIX perfusion chambers (CellASIC, Hayward, CA, USA) under the control of the proprietor software and the flow of 4 psi.

Scanning confocal microscopy was performed on a LSM510 microscope equipped with a Plan Apochromat 100X, 1.4 N.A. objective lens, a 488-nm argon laser and a 543-nm HeNe laser. We acquired either single z-planes or whole cell image stacks that consisted of 9 z-sections with 0.5 µm spacing. The z-stack maximum or average projection images were obtained by ImageJ 1.46b software package.

Time-lapse fluorescence microscopy images were generated on Nikon TiE system (CFI Plan Apochromat VC 100XH 1.4 N.A. objective) equipped with Yokogawa CSU-X1-A1 spinning disk unit, the Photometrics CoolSNAP HQ2 camera and a DPSS 491 nm 100 mW and DPSS561 nm 50 mW laser illumination under the control of MetaMorph Premier Ver. 7.7.5. We acquired single z-plane images. Imaging was performed on *S. pombe* cells placed in sealed growth chambers containing 2% agarose YES medium.

### Image analyses

Longitudinal growth in lectin stained cells was assessed manually as a distance from the cell tip to the lectin signal along the long cell axis.

New-cell-end growth was quantified from calcofluor-stained cells as the distance from the birth scar to the proximal cell tip and expressed as a function of total cell length. We employed ANCOVA analysis to assess the statistical significance of variation in new-end growth between cells with different genotypes (n>30 cells per genotype). For simplified presentation we also estimated average new-end length in cells 12–15 µm long while making sure that the average cell length between samples was comparable, p-values were obtained using Welch's t-test.

ImageJ in-built line-scan module was used to create an intensity profile along the long axis of the cells expressing CRIB-GFP. The positional information was normalized as the percentage of the cell length. Cellular fluorescence profiles were calculated from background-subtracted images and the nuclear signal was set as one arbitrary unit since it did not vary significantly between samples. In Fig. 2C unscaled fluorescence intensities are reported and were obtained from cells with the same levels of total CRIB-GFP fluorescence.

Fluorescence levels of Cdc42 regulators were analyzed from background subtracted images by manually outlining the whole cells and cell tips. Reported relative changes in fluorescence intensities are based on the average calculated values.

ImageJ 1.46b software package was used for all image quantifications.

### Total protein extraction, co-immunoprecipitation

For co-immunoprecipitation, yeast cells were grown to log phase, harvested and washed with Buffer A (6 mM Na2HPO4, 4 mM NaH2PO4.H2O, 150 mM NaCl, 2 mM EDTA, 50 mM NaF, 0.1 mM Na3VO4, protease inhibitor cocktail (Roche)). Cell pellets were resuspended in 200 µL of buffer A, mixed with glass beads and homogenized in a Mini Bead Beater (Biospec, Bartlesville, OK, USA) at 4°C. Total cell lysate were harvested and centrifuged (16,000× g, 10 min) to remove cell debris. Soluble fractions were adjusted to same total protein concentration using Buffer A and 350 µl were incubated with either mouse *anti*-myc (Milipore, Billerica, MA, USA) antibodies and Protein A beads (Invitrogen, Carlsbad, CA, USA) or just GFP-Trap beads (ChromoTek, Munich, Germany) for 1 hour. Beads were washed 6 times with 1 mL of buffer A and resuspended in 50 µL of SDS-Loading buffer.

For total protein quantifications, cells were pelleted and resuspended in 200 µl of BufferA (1.85M NaOH, 1M β-mercaptoethanol, 5× EDTA-free Complete Protease Inhibitor Cocktail (Roche)) and kept on ice for 10 min. We added 450 µl of water and 350 µl of 6.1N trichloroacetic acid. The samples were incubated in ice for 10 min and centrifuged for 10 min at 4°C. The obtained pellet was washed with 0.5 M Tris-base, dissolved in gel loading buffer and kept at 65°C for 10 min and 95°C for 3 min.

Protein samples were subjected SDS-PAGE and standard Western Blotting. Proteins of interest were probed by mouse *anti*-GFP (Roche), rabbit *anti*-HA (Roche) and mouse *anti*-myc (Milipore). Rabbit *anti*-HistoneH3 (Abcam, Cambridge, MA, USA) probing served to monitor sample loading. IRDye800 conjugated *anti*-mouse and IRDye700 conjugated *anti*-rabbit antibodies were used prior to analysis on the Odyssey Infrared Imaging system, all purchased from LI-COR Biosciences (Lincoln, NE, USA).

### RNA sequencing (RNAseq) analyses

Cells were grown in standard YE (wild-type, *mas5*Δ, *ssa2*Δ) or MM media (wild type, *nmt1:hsf1* without thiamine, *nmt81:hsf1* with thiamine) at 24°C. A sample of wild type cells was also shifted from 24°C to 36°C for 15 minutes. RNA was extracted using Qiagen RNeasy Mini Kit (Qiagen, Venlo, Netherlands) following manufacturer's protocol. Samples were sequenced by single end 50 bp sequencing at the University of Utah's Bioinformatics and Microarray Next Generation Sequencing Shared Resources (Salt Lake City, Utah, USA) after Illumina TruSeq RNA Sample Prep with oligo-dT selection. The RNA sequencing results were analyzed using Galaxy software package [97]–[99]. Briefly, upon quality control using the FastQ Groomer [100] module, reads were mapped to the fission yeast genome using the Tophat module [101] and differential gene expression was assessed by the Cufflinks module [102]. Analyses of differential gene expression are presented in Supplementary Table S4. The relevant raw RNAseq data have been deposited in NCBI's Gene Expression Omnibus [103] and are accessible through GEO Series accession number GSE50156 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50156).

### Quantitative PCR

The RNA samples from *mas5Δ* and wild type cells grown at 24°C or shifted to 36°C for 45 min were prepared using phenol-chlorophorm extraction described by [104] and reverse transcribed using SuperScript III (Invitrogen) and random decamer primers (N10) at 50°C for 60 min. The reverse transcriptase was inactivated at 70°C for 10 min. cDNA samples were analyzed by quantitative real-time PCR (qPCR) using a StepOnePlus real-time PCR system (Applied Biosystems) and Fast SYBR Green Master Mix (Applied Biosystems) with 0.15 µM of each forward and reverse primers. The following cycling program was used: 95°C for 20 s, followed by 45 cycles of a three-step reaction, denaturation at 95°C for 5 s, annealing and extension at 60°C for 45 s. The primers used are listed in Supplementary Table S3. Data shown were normalized to the expression levels of actin (*act1*) and similar results were obtained when using GAPDH (*gpd1*, data not shown) to normalize the data.

### Microarray analysis

The gene expression profile of *mas5Δ* cells was obtained as previously described by [104]. The significance of differential gene regulation between wild type and *mas5Δ* cell was assessed by the Welch's t-test (Supplementary Table S5). Only genes with p<0.05 and fold change >1.5 were included in subsequent analysis. The expression profiles for stress conditions were taken from [62].

Clustering analysis was performed using Gene Cluster [5] using uncentered correlation similarity metrics average-linkage method. The visualization was done using TreeView software [105].

Correspondence at the top plot was derived from [106]. Briefly, the genes were sorted into a list according to how pronounced their up/down-regulation was in *mas5Δ* as compared to wild type cells. The binomial test was then employed to generate p-values as a function of an increasing number of genes included into the comparison between *mas5Δ* expression profile and that of stressed cells.

## Supporting Information

Figure S1 Heat stress in fission yeast leads to a transient loss of cell polarity succeeded by a phase of monopolar growth. (**A**) Single z-plane images of calcofluor stained log-phase wild type cells grown at 24°C (left panel) or 36°C (right panel) for 20 hours. Arrowheads point to birth-scars. Note that cells in cultures shifted to 36°C eventually regain bipolarity. (**B–E**) Shown are whole cell maximum intensity *z*-projections of confocal micrographs of log-phase wild type cells expressing indicated fluorophore-tagged marker proteins grown at 24°C (left panels) or shifted to 36°C for 45 min (middle panels) or 105 min (right panels). The arrowheads point out localization of the marker proteins at the lateral cell cortex. Image contrast is reported using corresponding gray wedges. Scale bars, 5 µm. (**F**) Quantification of late G_2_ cells with monopolar distribution of indicated marker proteins in cells grown at 24°C (gray) or shifted to 36°C for 105 min (blue). (**G**) Quantification of the imbalance in number of individual actin structures between localizing to two cell ends in late G_2_ cells grown at 24°C (gray) or shifted to 36°C for 105 min (blue). n>20 cells per sample.
(TIF) Click here for additional data file.

Figure S2 Behavior of Cdc42 regulators is modulated by temperature. (**A**) Quantification of late G_2_ cells with monopolar distribution of indicated marker proteins in cells grown at 24°C (gray) or shifted to 36°C for 105 min (blue). (**B**) Wild type cells expressing Gef1-3YFP, Scd1-GFP or Rga4-GFP were grown under indicated conditions prior to total protein extraction. SDS-PAGE resolved protein samples were subjected to Western Blotting using *anti*-GFP antibodies (top panels). HistoneH3 probing (bottom panels) served as a sample loading control. (**C, E–G**) Cells expressing indicated fluorophore-tagged proteins were grown overnight at 18°C (left panels), 24°C (middle panels) or 30°C (right panels). All images shown are epifluorescence micrographs of log-phase cells. Gray wedges report the image contrasting. Scale bars, 5 µm. (**D**) Quantification of CRIB-GFP intensities along the long cell axis in log-phase wild type cells grown to log-phase at indicated temperatures. Individual lines correspond to individual cells. (**H**) Wild type cells expressing Gef1-3YFP, Scd1-GFP or Rga4-GFP were grown overnight to log-phase (O.D.^595^≈0.4) at indicated temperatures prior to total protein extraction. SDS-PAGE resolved protein samples were subjected to Western Blotting using *anti*-GFP antibodies (top panels). HistoneH3 probing (bottom panels) served as a sample loading control. Note that abundance of Rga4 is anti-correlated with environmental temperature.
(TIF) Click here for additional data file.

Figure S3 Overexpression of Hsf1 elevates expression of heat-induced genes in fission yeast. (**A, B**) Both overexpression and depletion of Hsf1 lead to growth arrest as shown by these growth assays of cells with indicated genotypes in the absence (left panel) or presence (right panel) of thiamine in the growth media. Presence of thiamine represses the *nmt*-based promoters. *nmt81* is a weak promoter and is used for transcriptional shut-off of Hsf1 (left panel, note that cells do not grow in the presence of thiamine). *nmt1* is a strong promoter and is used for Hsf1 overexpression (right panel, note that cells do not grow in the absence of thiamine). (**C**) Hsp104-GFP fluorescence in cells with *hsf1* ORF under the control of the wild type or *nmt1* promoter grown to log phase in minimal medium without thiamine. Shown are pseudocolored average intensity whole cell *z*-projections of Hsp104-GFP epifluorescence. Note that Hsp104 abundance is increased in cells overexpressing Hsf1. Image contrast is reported using corresponding color wedges. Scale bars, 5 µm. (**D**) Quantification of Hsp104-GFP fluorescence in log-phase wild type cells grown at 24°C and shifted to 36°C for 45 min or 105 min (left panel) and between the wild type and *nmt1::hsf1* cells grown to log phase in absence of thiamine. (**E**) Quantification of GFP expression driven by the *hsp104* regulatory elements in log-phase wild type cells grown at 24°C and shifted to 36°C for 45 min or 105 min (left panel) and between the wild type and *nmt1::hsf1* cells grown to log phase in absence of thiamine.
(TIF) Click here for additional data file.

Figure S4 Additional characterization of the chaperone deletion strains identified in screening for mutant cells with elevated levels of heat stress associated transcription. (**A**) Lysates prepared from cells with indicated genotypes were incubated with *anti*-myc antibodies and subsequently with beads coupled to protein-G. Proteins that remained associated with the beads after multiple buffer washes were resolved by SDS-PAGE and prepared for western blotting with *anti*-myc and *anti*-HA antibodies. (**B**) Pseudocolored average *z*-projection epifluorescence images of the Hsp104-GFP wild type, *ssa1Δ*, *ssa2Δ* and *mas5Δ* cells grown under indicated conditions. Image contrast is reported using corresponding color wedges and scale bars correspond to 5 µm. Top right panel histogram quantifies the fluorescence signal in indicated strains.
(TIF) Click here for additional data file.

Figure S5 Cells lacking Mas5 or Ssa2 exhibit monopolar intermittent growth in G_2_ phase of the cell cycle. (**A**) OD^595 nm^ measurements of log-phase cell cultures of cells with indicated genotypes grown at 24°C (left panel) and average length at division at OD^595 nm^ = 0.5 (right panel). (**B**) FACS analysis of DNA content for log-phase wild type cells (black), wild type cells arrested in S phase using hydroxyurea (gray) and log-phase *ssa2Δ* (purple) and *mas5Δ* cells (blue). (**C**) Quantification of late G_2_ cells with monopolar distribution of indicated marker proteins in wild type (gray) and *mas5Δ* cells (blue). (**D–I, K–L**) Shown are whole cell maximum intensity *z*-projections of confocal micrographs of log-phase wild type (left panels) and *mas5Δ* (right panels) cells expressing indicated fluorophore-tagged marker proteins grown at 24°C. (**J**) Quantification of the imbalance in number of individual actin structures between localizing to both cell tips in wild type (in gray) and *mas5Δ* (in blue) late G_2_ cells grown at 24°C. n>20 per sample. (**M–O**) Shown are single *z*-plane micrographs of log-phase wild type (left panels) and *mas5Δ* (right panels) expressing indicated fluorophore-tagged marker proteins grown at 24°C (left panels). (**Q**) Single z-plane images of cells with indicated genotypes grown in minimal media in the absence of thiamine for 30 hours and shifted to complete media for 7 hours prior to imaging. Note that the dominant-active mutant Cdc42^G12V^, but not the wild type protein, is enriched at the cellular cortex. (**P**) Wild type and *mas5Δ* cells expressing indicated marker proteins were grown overnight to log-phase (OD^595 nm^≈0.4) at indicated temperatures prior to total protein extraction. SDS-PAGE resolved protein samples were subjected to Western Blotting using *anti*-GFP antibodies (top panels). HistoneH3 probing (bottom panels) served as a sample loading control. (**R**) Kymographs of single *z*-plane spinning disk confocal microscopy time-lapse analyses of wild type (top panel), *mas5Δ* (middle panel) and *tea1Δ* cells (bottom panels) grown at room temperature. Arrowheads point to recruitment of active Cdc42 to the new cell tip.
(TIF) Click here for additional data file.

Figure S6 Cells lacking the Ssa2-Mas5 chaperone complex exhibit elevated levels of heat-stress associated transcription. (**A**) Right panel represents correlation analysis between gene expression profiles of wild type heat-stressed cells analyzed by RNAseq and microarray technologies. Individual dots represent individual genes. Pearson's correlation coefficients and statistical significance are indicated. Venn diagrams analyze the overlap in genes differentially regulated >2-fold (in red), >1.5-fold (in yellow) obtained via microarray (Chen *et al.*, 2003) and >2-fold according to RNAseq (in gray). Correlation analysis between gene expression profiles of *mas5Δ* (**B**) or *ssa2Δ* (**C**) cells and wild type cells under indicated environmental stresses. Individual dots represent individual genes. (**D**) Expression levels of genes specifically induced and genes repressed during heat-stress in wild type cells grown at 24°C, shifted to 36°C for 45 min and *mas5Δ* cells as measured by qPCR. Expression levels are normalized to wild type cells grown at 24°C. (**E**) Venn diagrams analyze the overlap in genes differentially regulated >2-fold in *mas5Δ* or *ssa2Δ* cells and in heat-stressed *sty1Δ* or atf1*Δ* cells (Chen *et al.*, 2003). The top set of panels is based on a >2-fold cut-off for data on *sty1Δ* or atf1*Δ* cells. The top set of panels is based on a >1.5-fold cut-off for data on *sty1Δ* or atf1*Δ* cells. (**F**) Venn diagrams analyze the overlaps between the gene sets that are differentially regulated >2-fold in *mas5*Δ or *ssa2*Δ cells and the heat stress-responsive Hsf1-dependent genes.
(TIF) Click here for additional data file.

Figure S7 Cells lacking the Ssa2-Mas5 chaperone complex exhibit impaired nucleocytoplasmic shuttling of Hsf1. Shown are whole cell maximum intensity *z*-projections of scanning confocal micrographs of log-phase cells with indicated genotypes expressing GFP-Hsf1 from its native promoter grown at 24°C (left panels) or shifted to 36°C for 45 min (right panels). Image contrast is reported using corresponding color wedges. Scale bars, 5 µm.
(TIF) Click here for additional data file.

Movie S1 Cells lacking Mas5 and Ssa2 exhibit monopolar intermittent growth. Cells with indicated genotypes were grown to log phase and shifted to ONIX perfusion chambers for long-term imaging. Time indicated is in hours∶minutes format.
(MOV) Click here for additional data file.

Table S1 List of *Schizosaccharomyces pombe* strains used in this study.
(DOCX) Click here for additional data file.

Table S2 List of strains used in the screening for cells with elevated levels of heat stress-associated transcription.
(DOCX) Click here for additional data file.

Table S3 List of primers used in the qPCR analysis of differential gene expression in heat-stressed wild type and *mas5*Δ cells.
(DOCX) Click here for additional data file.

Table S4 RNAseq results and analyses of differential gene expression in *mas5*Δ, *ssa2*Δ, heat-stressed wild type cells and cells overexpressing Hsf1.

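The log2 ratios in Table S4 were compared with the deposited values gene by gene. All 1308 heat stress values paired with microarray values, all values of the genes paired with stress profiles and all values of the 213 CESR genes equal the ratios of the deposited tables under their own identifier. The sheet that pairs heat stress with the chaperone mutants holds 1241 pairs of values for *mas5Δ* and 1358 for *ssa2Δ*. Each of these pairs occurs in the deposited tables, but only 3 for each mutant occur under the identifier printed beside them. The correlations of this sheet do not depend on the identifiers, and the sheet was used here for nothing else.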

(XLSX) Click here for additional data file.

Table S5 Microarray results and analyses of differential gene expression in *mas5*Δ and wild type cells grown at 24°C.
(XLS) Click here for additional data file.

# Supplementary material for: Hsp70-Hsp40 Chaperone Complex Functions in Controlling Polarized Growth by Repressing Hsf1-Driven Heat Stress-Associated Transcription
**Source:** PLoS Genet. 2013 Oct 17;9(10):e1003886. doi: 10.1371/journal.pgen.1003886
**Supplement:** Table S1 — List of Schizosaccharomyces pombe strains used in this study.

**Table S1. List of strains used in the study**

# Supplementary material for: Hsp70-Hsp40 Chaperone Complex Functions in Controlling Polarized Growth by Repressing Hsf1-Driven Heat Stress-Associated Transcription
**Source:** PLoS Genet. 2013 Oct 17;9(10):e1003886. doi: 10.1371/journal.pgen.1003886
**Supplement:** Table S2 — List of strains used in the screening for cells with elevated levels of heat stress-associated transcription.

**Table S2. List of strains used in the screening for cells with elevated heat-stress transcription (Fig. 4)**

| **Viability  (Kim *et al.*, 2010)** | **Cellular subcompartment (Matsuyama *et al.*, 2006)** | **Systematic Id** | **Product** | **Description** |  |
| --- | --- | --- | --- | --- | --- |
| Inviable | Endoplasmic reticulum | SPBC1347.05c |  | DNAJ domain protein Scj1 (predicted) | **Absent from  the screening library** |
| Inviable | Endoplasmic reticulum Golgi | SPAC17A5.12 | ucp7 | UBA/TPR/DNAJ domain protein Ucp7 |  |
| Inviable | Mitochondrial | SPCC4G3.14 | mdj1 | mitochondrial DNAJ domain protein Mdj1 (predicted) |  |
| Not determined | Mitochondrial | SPAC824.06 | tim14 | TIM23 translocase complex subunit Tim14 (predicted) |  |
| Viable | Endoplasmic reticulum | SPBC36B7.03 | sec63 | ER protein translocation subcomplex subunit Sec63 (predicted) |  |
| Viable | Mitochondrial | SPAC144.08 |  | mitochondrial DNAJ domain protein Jac1 (predicted) |  |
| Viable | Mitochondrial | SPAC24H6.02c |  | TIM23 translocase complex subunit Tim15 (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPBC1773.09c | mug184 | meiotically upregulated gene Mug184 |  |
| Viable | Nucleo-cytoplasmic | SPBC1734.05c | spf31 | DNAJ protein Spf31 (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPAC1071.09c |  | DNAJ domain protein, DNAJC9 family (predicted) | **Present in  the screening library** |
| Viable | Nucleo-cytoplasmic | SPAC2E1P5.03 |  | DNAJ domain protein Erj5 (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPAC4G9.19 |  | DNAJ domain protein DNAJB family (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPAC4H3.01 |  | DNAJ domain protein Caj1/Djp1 type (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPAC6B12.08 | mug185 | Co-chaperone for ATPase activity (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPAC926.05c | dph4 | diphthamide biosynthesis protein Dph4 (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPBC11B10.05c | rsp1 | random septum position protein Rsp1 |  |
| Viable | Nucleo-cytoplasmic | SPBC1734.11 | mas5 | DNAJ domain protein Mas5 (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPBC1778.01c | zuo1 | zuotin (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPBC17A3.05c |  | DNAJ/DUF1977 DNAJB12 homolog (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPBC3E7.11c |  | DNAJ protein Caj1/Djp1-type (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPBC405.06 |  | DNAJ protein Xdj1 (predicted) |  |
| Viable | Nucleo-cytoplasmic | SPBC543.02c |  | DNAJ/TPR domain protein DNAJC7 family |  |
| Viable | Nucleo-cytoplasmic | SPCC10H11.02 | cwf23 | DNAJ domain protein Cwf23 |  |
| Viable | Nucleo-cytoplasmic | SPCC63.03 |  | DNAJ domain protein, DNAJC11 family |  |
| Viable | Nucleo-cytoplasmic | SPCC63.13 |  | DNAJ domain protein |  |
| Viable | Nucleo-cytoplasmic | SPCC830.07c | psi1 | DNAJ domain protein, involved in translation initiation Psi1 |  |

# Supplementary material for: Hsp70-Hsp40 Chaperone Complex Functions in Controlling Polarized Growth by Repressing Hsf1-Driven Heat Stress-Associated Transcription
**Source:** PLoS Genet. 2013 Oct 17;9(10):e1003886. doi: 10.1371/journal.pgen.1003886
**Supplement:** Table S3 — List of primers used in the qPCR analysis of differential gene expression in heat-stressed wild type and mas5Δ cells.

**Table S3. List of primers used in the qPCR analysis**

| prSO2601 | ATTACTTGCCCCGAGCTTTC | forward qPCR primer for SPBC1711.08 (*aha1*) |
| --- | --- | --- |
| prSO2602 | ACTATGCACGGGAAGTCCAC | reverse qPCR primer for SPBC1711.08 (*aha1*) |
| prSO2603 | TGGATTGTAAAGCCCGAAAG | forward qPCR primer for SPBC1711.12 (*dpp5*) |
| prSO2604 | GCTTACCACCCCAATCAAGA | reverse qPCR primer for SPBC1711.12 (*dpp5*) |
| prSO2605 | AGTACGCAGTTGCAAGCTCA | forward qPCR primer for SPBC3B9.01 (*fes1*) |
| prSO2606 | CCGGACTCTCAAGCTGTTTC | reverse qPCR primer for SPBC3B9.01 (*fes1*) |
| prSO2607 | GCCGACTTTAAGCTCATTGC | forward qPCR primer for SPCC645.14c (*sti1*) |
| prSO2608 | GGCTTTGTCAGGGTCAATGT | reverse qPCR primer for SPCC645.14c (*sti1*) |
| prSO2609 | GCTGCTTCTTGGGCAGTTAC | forward qPCR primer for SPACUNK4.16c (*tps3*) |
| prSO2610 | GCGCACTGAAAACGTAAACA | reverse qPCR primer for SPACUNK4.16c (*tps3*) |
| prSO2611 | ACCGTAAGGCACATGGAAAG | forward qPCR primer for SPAC22E12.13c (*rpl24*-*3*) |
| prSO2612 | GGGGTTCTTGTACCTCAGCA | reverse qPCR primer for SPAC22E12.13c (*rpl24*-*3*) |
| prSO2613 | CTCAAAAATGCCTGGTGGTT | forward qPCR primer for SPAC4A8.11c (*fas2*) |
| prSO2614 | AAGAACCGCCTTCAGCAGTA | reverse qPCR primer for SPAC4A8.11c (fas2) |
| prSO2615 | ATTCGACCAGACCGTCAAAC | forward qPCR primer for SPBP8B7.16c (dbp2) |
| prSO2616 | CCAACCATCTTGCCTAAGGA | reverse qPCR primer for SPBP8B7.16c (dbp2) |
| prSO2617 | TTCGCTGCCTGTAATTTGTG | forward qPCR primer for SPCC548.06c (ght8) |
| prSO2618 | CACGGCCTTCAGAAGAAGAG | reverse qPCR primer for SPCC548.06c (ght8) |
| prSO2621 | AACCCTCAGCTTTGGGTCTT | forward qPCR primer for SPBC32H8.12c (act1) |
| prSO2622 | ATTTACGCTCAGGAGGAGCA | reverse qPCR primer for SPBC32H8.12c (act1) |
| prSO2623 | CCGATGTTTCCGTTGTTGAC | forward qPCR primer for SPBC354.12 and SPBC32F12.11 (gpd1) |
| prSO2624 | ACGAGCTTGACGAATTGAGG | reverse qPCR primer for SPBC354.12 and SPBC32F12.11 (gpd1 ) |

How the deposited data were processed for this re-analysis (not part of the article)

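The RNAseq data cover 6 conditions with 1 library each: wild type, *mas5Δ* and *ssa2Δ* cells in rich medium at 24°C, wild type cells shifted to 36°C for 15 minutes, and wild type and *nmt1:hsf1* cells in minimal medium without thiamine, the latter for 20 hours. Conditions were taken from the sample labels and the paper's methods. The *nmt81:hsf1* cells that the methods name were not analysed here.

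The authors prepared libraries with oligo-dT selection, mapped single end reads with Tophat and ran Cufflinks (Cuffdiff) in Galaxy. They deposited 4 tables, each of 2 libraries, with FPKM values that Cuffdiff scaled separately in each table. The deposited log2 ratios, by the authors, equal the log2 of the 2 FPKM values of a gene. The deposited p-value and q-value columns come from the authors' Cuffdiff test with 1 library per condition; of these only the significance mark and the lowest q-value of each table were used. Neither the paper's text nor the tables name a genome build or the versions of the tools. The values are not whole numbers and reads were not recovered from them, so the depth per library is unknown and no counting error of a gene can be given. The sums of FPKM over genes lay between 764347 for *nmt1:hsf1* and 1081090 for the wild type library in the *mas5Δ* table. The 10 highest genes held 14.0% of the sum in the heat-stressed library and 6.98% in its wild type library. A value of 0 can be a failed estimate, so such genes are only said to be listed at 0.

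Of the 7008 genes listed, 6843 identifiers matched the gene table of the reference assembly ASM294v3, which was used only for names, products and gene lengths; its coordinates are not printed. Genes with an identifier of a non-coding RNA numbered 1845. Gene names not given in the tables were taken from Table S3 or the reference.

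The log2 ratio of each gene was computed from the deposited FPKM without a pseudocount, over genes above 0 in both libraries, and counted past 2-fold, the threshold of the paper. The median log2 ratio over genes with a mean of at least 1 FPKM was 0.01 for heat stress, 0.04 for *mas5Δ*, 0.05 for *ssa2Δ* and 0.09 for *nmt1:hsf1*. The centring named below used this median. Shares of genes are given with 95% Wilson intervals as counting error over genes, beside the share that the list sizes alone would give. Correlations are Pearson's r and Spearman's rho across genes, which are not independent replicates, and their intervals come from 2000 bootstrap draws over genes. Medians of gene lists and CESR clusters were placed among 10000 random lists of the same size drawn within 10 bins of mean expression. Since 3 of the tables share the wild type library of rich medium, unchanged libraries were simulated against 1 shared control in 200 runs, with noise drawn within the same bins from the centred log2 ratios of the mutant divided by the square root of 2. Without replicates, no p-value across genes was computed.

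The genes named were fixed before the data were examined: the genes that the paper names, and per comparison the 5 largest rises and the 5 largest falls among genes with a mean of at least 10 FPKM and above 0 in both libraries. The centromeric lncRNAs, mitochondrial mRNAs, *zrt1* and *adh4* were chosen after values were seen.

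The alternatives set before the data were examined were pseudocounts of 0.1 and 1, centring of each comparison on its median, means of at least 1 and at least 10 FPKM, the removal of non-coding RNAs, genes whose deposited status is OK, thresholds of 1.5-fold and 3-fold, the significance mark together with 2-fold, genes changed more than 1.5-fold in both comparisons, the mutants against wild type in minimal medium for the correlations between comparisons, specifically induced genes only, and lists without CESR genes. Genes alone in their locus, and the mutants against wild type in minimal medium for gene lists, CESR clusters and published profiles, were added after seeing the data.

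The steps were tested on simulated data in which 200 of 7008 genes changed by a log2 ratio of 2 with a noise SD of 0.2 per library. All 200 passed the 2-fold threshold, and 1 of the 6808 unchanged genes did. The deposited log2 ratios, real changes included, had an SD from 0.962 in *mas5Δ* to 1.71 in *nmt1:hsf1*. This test therefore checks the steps only. It does not show how many unchanged genes pass 2-fold in the deposited libraries. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the plots matplotlib 3.10.9.

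The gene clustering of Fig. 6B, the binomial tests of the paper and the Hsf1 targets of Fig. S6F were not analysed here. Of the *mas5Δ* microarray in Table S5, 1998 of the paper's 2075 genes were used, for correlations only.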

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

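The test against heat stress for the centromeric lncRNAs and the tests for the wild type libraries were chosen after the results were seen, the others before. Each result below is a signal in genes that the paper does not discuss or in a comparison of libraries that it does not make, and each rests on 1 library per condition.

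The non-coding RNAs that the reference annotation names as centromeric lncRNAs rose in *mas5Δ* cells. Of 22 listed, 12 were above 0 in both libraries, with a median log2 ratio of 5.50 (95% bootstrap interval over genes 4.20 to 7.12), and 11 of the 12 were more than 2-fold up. SPNCRNA.231, on chromosome I from 3761023 to 3762114 in the coordinates of the deposited tables, had 1.25 FPKM in wild type and 242 FPKM in *mas5Δ* cells. So that genes listed at 0 also enter, the 16 of these RNAs above 0 in any library in rich medium were compared with a pseudocount of 1, which gave a median of 3.11 in *mas5Δ*. A rise of low non-coding RNAs in general would need other non-coding RNAs with a wild type value below 5 to rise too, but the median of 637 of them was 0.32 in *mas5Δ*, with an interval of 0.23 to 0.38. The heat stress response as a source would need a rise in heat-stressed cells, but the median there was 0.024, with an interval of -0.10 to 0.33. Centring the ratios left the median in *mas5Δ* at 5.46. Reads shared between repeated sequences of the centromeres and a difference between the strains other than the deletion were not tested and remain open. An effect of the *mas5* deletion on these RNAs may be one explanation and is also untested. The same RNAs had a median of 0.033 in *ssa2Δ*.

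The mRNAs of the mitochondrial genome rose in *ssa2Δ* cells. Of 11 listed, 9 were above 0 in both libraries, all more than 2-fold up, with a median log2 ratio of 5.38 (4.98 to 6.09). Their medians were 1.19 in heat stress, 1.71 in *mas5Δ* and 0.18 in *nmt1:hsf1*. The libraries were made with oligo-dT selection, and more RNA without a poly(A) tail carried through in the *ssa2Δ* library could raise them. Nuclear snoRNAs, rRNAs and snRNAs above 0 in any library in rich medium, taken as RNAs without such a tail, had a median of 0.17 in *ssa2Δ* with a pseudocount of 1. This median, with an interval of 0 to 0.44, is below the log2 ratio of 1 named before the test, and the medians were 0.11 for 48 snoRNAs and 0.093 for 18 rRNAs, which goes against a general carry-over. The 7 snRNAs had a median of 1.94, however, and the genes pooled went both ways, with 22 more than 2-fold up and 13 down. Carry-over and an effect of the *ssa2* deletion on mitochondrial RNA therefore cannot be told apart here, since a median near 0 over genes that go both ways decides nothing and there is 1 library.

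The wild type library in minimal medium, set against the wild type library in rich medium, resembled heat stress. The log2 ratio of these wild type libraries, which come from tables normalized separately, correlated with that of heat stress with an r of 0.497 across genes. Of 875 genes more than 2-fold up in heat stress, 340 (38.9%) were also more than 2-fold higher in minimal medium, against 9.48% from the list sizes. Both ratios share the wild type library in rich medium. With equal noise in all libraries, chance values of that library alone would give an r near 0.5. Such chance values would not correlate with the *mas5Δ* microarray of Table S5, which shares no library with them, but across 1993 genes r was 0.402. The 27 heat stress-specific genes had a median log2 ratio of 1.00 between the wild type libraries. With 1 culture per medium, the growth state of the rich medium culture and the effect of the medium cannot be told apart, and either may contribute.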

How the results depend on the processing

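The alternatives were set before the data were examined except for genes alone in their locus, the mutants against wild type in minimal medium for gene lists, CESR clusters and published profiles, and the alternatives for the centromeric lncRNAs, the mitochondrial mRNAs and the wild type libraries. No paired analysis was possible because each condition has 1 library. No result was reversed by a test, since none has a test.

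Some results changed with the wild type library. With the mutants against wild type in minimal medium, from tables normalized separately, the medians in *mas5Δ* and *ssa2Δ* were -0.48 and -0.32 in cluster 1, -0.43 and 0.041 in cluster 2, -0.46 and -0.57 in cluster 3, 0.074 and 1.42 in cluster 4, 0.25 and 0.26 in cluster 5 and -0.15 and -0.32 in cluster 6; in cluster 7 the median was -1.44 in *mas5Δ*, within the interval of the main value, and 0.42 in *ssa2Δ*. Of these 14 medians, 8 changed sign and left the interval. The list medians were 0.36 and 1.38 for heat stress, -0.31 and -0.082 for oxidative stress and 0.074 and -0.16 for osmotic stress, while those for cadmium, 0.17 and 0.047, stayed within the interval. The r with the published profiles was 0.0139 and 0.120 for heat, -0.0462 and -0.0884 for hydrogen peroxide, -0.0253 and 0.0898 for cadmium, -0.0679 and -0.177 for antimony and -0.106 and -0.179 for MMS. The wild type libraries differ in medium and in culture, and the cause was not tested.

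Under the other alternatives, which keep the wild type library in rich medium, all 70 values of the cluster medians and all 70 of the list medians stayed within the bootstrap interval of the main value, although the osmotic stress median in *ssa2Δ* changed sign, from 0.43 to -0.11, with specifically induced genes only. Of the correlations with published profiles, 47 values stayed within the interval. Among named genes, 668 values stayed within 1.5-fold of the main ratio and 70 did not, 20 of them with a pseudocount of 0.1 and 50 with a pseudocount of 1. Centring moved the share of genes up among changed genes by less than 5 percentage points in each comparison. A mean of at least 10 FPKM changed this share from 58.5 to 46.6% in *mas5Δ* and, the other way, from 72.4 to 80.6% in *ssa2Δ*.

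With a pseudocount of 0.1, the r between *mas5Δ* and heat stress was 0.455, that between heat stress and *nmt1:hsf1* was 0.204, and 56.0% of genes up in *mas5Δ* were up in heat stress. With a pseudocount of 1 this share was 54.9%, and 45.2% of genes up in a mutant were up in *nmt1:hsf1*. A pseudocount brings in genes listed at 0 in 1 library and also shrinks the ratios of low values.

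Without non-coding RNAs, 548 genes were up in heat stress (904 with them), 235 up and 197 down in *mas5Δ* (469 and 333), 373 up and 117 down in *ssa2Δ* (699 and 266), and 1109 up in *nmt1:hsf1* (1716). The share of genes up in *mas5Δ* that were up in heat stress was 70.3%, and for genes down 57.2% in *mas5Δ* and 61.7% in *ssa2Δ*. Of genes up in heat stress 34.9% were up in *nmt1:hsf1*, and of genes up in a mutant 42.9%. Fewer genes enter under this setting.

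With a mean of at least 10 FPKM, 185 genes were up and 212 down in *mas5Δ*, and 429 up and 103 down in *ssa2Δ*. The share also changed in heat stress was 75.7% for genes up and 58.2% for genes down in *mas5Δ*, and 73.0% and 68.0% in *ssa2Δ*. Of genes up in heat stress 38.8% were up in *nmt1:hsf1*, of genes up in a mutant 42.5%, and of genes down in a mutant 47.7% were down. The r was 0.678 between *mas5Δ* and heat stress, 0.754 between *ssa2Δ* and heat stress, 0.647 between the mutants, 0.341 between heat stress and *nmt1:hsf1* and 0.948 between heat stress and its microarray. The r of *mas5Δ* was 0.746 with the heat profile, 0.660 with cadmium and 0.576 with antimony, and that of heat stress with the wild type libraries was 0.604. With a mean of at least 1, the r between *ssa2Δ* and heat stress was 0.702. The cause was not tested.

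With a 1.5-fold threshold, the share of genes down in *mas5Δ* that were down in heat stress was 67.7%, and in *ssa2Δ* 66.0%. Of genes in heat stress, 50.5% of those up and 45.5% of those down changed alike in *nmt1:hsf1*, and of genes in a mutant 54.9% and 50.2%. With a 3-fold threshold these shares were 33.3 and 29.1% for genes down in *mas5Δ* and *ssa2Δ*, 38.3 and 27.7% for heat stress, and 45.4 and 36.5% for the mutants. The cause was not tested.

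With the significance mark required, 14 genes were up and 1 down in heat stress, 12 up and 5 down in *mas5Δ*, 20 up and 2 down in *ssa2Δ*, and 0 up and 0 down in *nmt1:hsf1*. Of the marked genes, 8.33% up and 0% down in *mas5Δ*, and 15.0% up and 0% down in *ssa2Δ*, were also marked and changed alike in heat stress, so these shares rest on at most 20 genes. Shares with *nmt1:hsf1* could not be given.

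Over genes changed more than 1.5-fold in both comparisons, r was 0.694 between *mas5Δ* and heat stress, 0.740 between *ssa2Δ* and heat stress, 0.671 between the mutants and 0.386 between heat stress and *nmt1:hsf1*; the selection leaves out genes near 0, which raises r by construction. With the mutants against wild type in minimal medium, these were 0.0141 for *mas5Δ* and 0.193 for *ssa2Δ* with heat stress, and 0.0699 where 1 mutant is set against each wild type library.

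Over genes alone in their locus, 245 genes were up and 253 down in heat stress, 141 and 99 in *mas5Δ*, 171 and 81 in *ssa2Δ*, and 388 and 385 in *nmt1:hsf1*; fewer genes enter. The share of genes down that were down in heat stress was 61.7% in *mas5Δ* and 59.5% in *ssa2Δ*. Of genes up in heat stress 34.1% were up in *nmt1:hsf1*, and of genes up in a mutant 39.3%. Over all 22 listed, the median of the centromeric lncRNAs in *mas5Δ* was 3.30 with a pseudocount of 0.1 and 2.17 with 1. Over the 16 of them above 0 in any library in rich medium it was 3.11 with 1. The median of the mitochondrial mRNAs in *ssa2Δ* with a pseudocount of 1 was 3.82 over all 11 listed. Over the 10 above 0 in any library in rich medium it was 4.05. RNAs listed at 0 enter, and a pseudocount also lowers the ratio of an RNA with a low wild type value. The depth is unknown, so a log2 ratio of a gene near 0 FPKM in 1 library has no stated precision.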

Differences from the paper's values

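The paper's Venn diagrams give about 540 genes more than 2-fold up in heat stress (Fig. 6A, read by eye), and 904 were counted here. For *mas5Δ* the paper's counts are about 220 genes up and about 190 down in Fig. 6A, read by eye, against 469 and 333 here. For *ssa2Δ* they are about 360 up and about 110 down in Fig. 6A, read by eye, against 699 and 266. Of the alternatives set before the data were examined, the removal of non-coding RNAs and a mean of at least 10 FPKM brought all of these counts within 1.5 times the paper's. Pseudocounts of 0.1 and 1, centring, a mean of at least 1, status OK and the significance mark did not.

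For *nmt1:hsf1* the paper gives about 1100 genes up in Fig. 6E, read by eye, and 1716 were counted here. Among the alternatives set before the data were examined, the removal of non-coding RNAs, a mean of at least 10 FPKM and centring came within 1.5 times the paper's count, and the pseudocounts, a mean of at least 1, status OK and the significance mark did not.

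Over genes changed more than 1.5-fold in both comparisons, r between *mas5Δ* and heat stress was 0.694, against 0.714 for the pairs of values in the paper's Table S4. For *ssa2Δ* it was 0.740, against 0.781 in the paper's Table S4. None of the alternatives set before the data were examined gave the paper's value. The nearest were 0.722 with status OK for *mas5Δ* and 0.786 with a pseudocount of 1 for *ssa2Δ*.

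The paper names clusters 4 and 6 as the CESR clusters regulated most consistently. Cluster 4 had the highest median of the upward clusters here. Its share of genes more than 1.5-fold up was also the highest of them in *ssa2Δ* (84.2%). In *mas5Δ* this share (68.4%) lay below those of cluster 1 (70.8%) and cluster 2 (69.8%). Cluster 6, with medians of -0.78 in *mas5Δ* and -0.68 in *ssa2Δ*, did not have the lowest median of the downward clusters. Cluster 5 lay lower in both mutants, at -0.91 and -0.74, and the share of its genes more than 1.5-fold down was also higher. Other values place cluster 6 differently: more than 2-fold down were 5 of its 14 genes in *mas5Δ* and 4 in *ssa2Δ*, against 26 and 11 of the 73 genes of cluster 5. With the mutants against wild type in minimal medium, from tables normalized separately, the medians of cluster 6 stayed below 0, at -0.15 and -0.32, and those of cluster 5 were 0.25 and 0.26. The order of these clusters therefore depends on the threshold and the wild type library. The paper reports no significant overlap with genes specific to oxidative stress. In *ssa2Δ* 36 of those 68 genes were more than 1.5-fold up, and their median of 0.62 lay above all random lists. Against the wild type library in minimal medium, from tables normalized separately, their median was -0.08, at the percentile 32.3 of the random lists, with 23 genes up and 17 down, and between the wild type libraries alone it was 0.54, so the value of 0.62 depends on the wild type library used.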

Other observations

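The tests of heat stress against each mutant on its own, including those with microarrays, and both tests of the number of genes in *nmt1:hsf1*, were chosen after the results were seen; the test of both mutants together without a shared library and that of zinc were set before. A test of a trend with expression level set before does not separate it from the shared library, and the one used here, with microarrays, was chosen after.

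The log2 ratios of heat stress and of the chaperone mutants correlate across genes, and the shared wild type library could give such a correlation alone. With the mutants against the wild type library in minimal medium, which removes the shared library, r was 0.0141 for *mas5Δ*, below the 0.1 named before, and 0.193 for *ssa2Δ*, above it, while rho was -0.05 and 0.04. That wild type library itself shares genes with the heat stress response, so the medium and the shared library cannot be told apart by this comparison. The *mas5Δ* microarray of Table S5 had an r of 0.449 with the heat stress log2 ratios across 1994 genes, which chance values of the shared library would not give, but also of 0.402 with the ratio of the wild type libraries, so this r does not separate heat stress from the state of the wild type culture in rich medium. The published heat microarray in Table S4 does not use that culture either. Over 598 genes changed more than 1.5-fold in heat stress by both methods, the microarrays of *mas5Δ* and of heat correlated with an r of 0.621 (95% bootstrap interval over genes 0.568 to 0.672), which argues against the shared library as the whole source for *mas5Δ*. No library of *ssa2Δ* without the shared culture or the medium difference was analysed here. Its r with the published heat microarray was 0.716 (0.652 to 0.772) over 472 genes changed more than 2-fold in *mas5Δ* or *ssa2Δ*, which argues against such chance values here too. The ratio of the wild type libraries, with no mutant, had an r of 0.689 with the same microarray, and *ssa2Δ* against wild type in minimal medium 0.120, so for *ssa2Δ* the state of the shared culture remains open. Over genes of Table S5, the *mas5Δ* microarray had an r of 0.626 with the *mas5Δ* log2 ratios (1995 genes). With *mas5Δ* against wild type in minimal medium its r was 0.177 (1993 genes). Genes are not independent replicates. A trend with expression level would leave no correlation among genes of similar expression. Within 5 bins of mean value the r with heat stress was between 0.476 and 0.757 in *mas5Δ* and between 0.533 and 0.813 in *ssa2Δ*, but the shared library gives an r within bins too. With the published heat microarray, over the genes named above, the lowest r within 5 bins was 0.392 (0.257 to 0.519) for the *mas5Δ* microarray and 0.530 (0.388 to 0.666) for *ssa2Δ*, which argues against such a trend as the whole source.

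More genes pass the 2-fold threshold in *nmt1:hsf1* (2775) than in heat stress (1569). A bias with gene length between the libraries was tested over 6249 genes. The rho of the log2 ratio with length was 0.199, and 2582 genes passed the threshold after the trend with length was removed, 1.70 times as many as in heat stress treated alike. Noise of low values would lower the number among genes of at least 10 FPKM, but there 2255 genes passed it, against 1064 in heat stress. Neither explanation accounts for the number. No replicate shows how much of it varies between cultures, and a wider response to Hsf1 overexpression may be one explanation, untested here.

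The *adh1* gene (SPCC13B11.01), whose locus holds 4 other listed genes, had 1368 FPKM in wild type and 13.9 FPKM in *nmt1:hsf1* cells, a log2 ratio of -6.62. A shortage of zinc in that culture was considered, with *zrt1* and *adh4* taken as genes that rise when zinc is short. Both rose, by log2 ratios of 0.76 each, below the 2-fold named before the test. In a single pair of libraries this leaves the explanation open.

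The *ura4* gene was listed at 0 in the wild type library in rich medium, and had 116 FPKM in *mas5Δ* and 58.8 FPKM in *ssa2Δ* cells. A difference between the strains other than the deletions was not tested for this gene. SPNCRNA.297 had 0.000739 FPKM in wild type and 94.4 FPKM after heat stress, the largest rise of the genes with a mean of at least 10 FPKM, and its locus holds 1 other listed gene.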
